# Transcriptomic analysis of hepatic responses to testosterone deficiency in miniature pigs fed a high-cholesterol diet

**DOI:** 10.1186/s12864-015-1283-0

**Published:** 2015-02-06

**Authors:** Zhaowei Cai, Xiaoling Jiang, Yongming Pan, Liang Chen, Lifan Zhang, Keyan Zhu, Yueqin Cai, Yun Ling, Fangming Chen, Xiaoping Xu, Minli Chen

**Keywords:** Testosterone, Nonalcoholic fatty liver disease, Hepatic steatosis, Miniature pigs, RNA-Seq

## Abstract

**Background:**

Recent studies have indicated that low serum testosterone levels are associated with increased risk of developing hepatic steatosis; however, the mechanisms mediating this phenomenon have not been fully elucidated. To gain insight into the role of testosterone in modulating hepatic steatosis, we investigated the effects of testosterone on the development of hepatic steatosis in pigs fed a high-fat and high-cholesterol (HFC) diet and profiled hepatic gene expression by RNA-Seq in HFC-fed intact male pigs (IM), castrated male pigs (CM), and castrated male pigs with testosterone replacement (CMT).

**Results:**

Serum testosterone levels were significantly decreased in CM pigs, and testosterone replacement attenuated castration-induced testosterone deficiency. CM pigs showed increased liver injury accompanied by increased hepatocellular steatosis, inflammation, and elevated serum alanine aminotransferase levels compared with IM pigs. Moreover, serum levels of total cholesterol, low-density lipoprotein cholesterol, and triglycerides were markedly increased in CM pigs. Testosterone replacement decreased serum and hepatic lipid levels and improved liver injury in CM pigs. Compared to IM and CMT pigs, CM pigs had lower serum levels of superoxide dismutase but higher levels of malondialdehyde. Gene expression analysis revealed that upregulated genes in the livers of CM pigs were mainly enriched for genes mediating immune and inflammatory responses, oxidative stress, and apoptosis. Surprisingly, the downregulated genes mainly included those that regulate metabolism-related processes, including fatty acid oxidation, steroid biosynthesis, cholesterol and bile acid metabolism, and glucose metabolism. KEGG analysis showed that metabolic pathways, fatty acid degradation, pyruvate metabolism, the tricarboxylic acid cycle, and the nuclear factor-kappaB signaling pathway were the major pathways altered in CM pigs.

**Conclusions:**

This study demonstrated that testosterone deficiency aggravated hypercholesterolemia and hepatic steatosis in pigs fed an HFC diet and that these effects could be reversed by testosterone replacement therapy. Impaired metabolic processes, enhanced immune and inflammatory responses, oxidative stress, and apoptosis may contribute to the increased hepatic steatosis induced by testosterone deficiency and an HFC diet. These results deepened our understanding of the molecular mechanisms of testosterone deficiency-induced hepatic steatosis and provided a foundation for future investigations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1283-0) contains supplementary material, which is available to authorized users.

## Background

Serum testosterone levels decline gradually and progressively with aging in men. Low levels of testosterone are associated with metabolic disorders, including obesity, dyslipidemia, hypertension, and insulin resistance [1], all of which contribute to the development of nonalcoholic fatty liver disease (NAFLD) [2]. Recent studies have shown that men with low serum testosterone levels have a higher risk of developing hepatic steatosis [3-5]. Moreover, animal studies have demonstrated that the incidence of hepatic steatosis is increased in testosterone-deficient male mice [6,7]. These findings indicate the important role of testosterone in the pathophysiology of NAFLD. However, nutritional parameters, especially a high-cholesterol diet, have been also associated with the development of NAFLD [2,8]. Hypercholesterolemia induced by dietary cholesterol has recently been indicated as a major risk factor for hepatic steatosis [9,10]. In the absence of testosterone, mice develop hypercholesterolemia when fed a diet with no added cholesterol [11]. Hypercholesterolemia and elevated serum cholesterol levels are also observed in hypogonadal men [12,13]. Therefore, these previous findings suggest that testosterone deficiency and testosterone deficiency-induced hypercholesterolemia may aggravate the severity of NAFLD induced by a high-cholesterol diet. However, the mechanisms underlying the effects of testosterone deficiency on the promotion of diet-induced hepatic steatosis remain unclear.

Previous studies have used rodent models to investigate the influence of testosterone on the development of hepatic steatosis. For example, hepatic androgen receptor-knockout male mice receiving a high-fat diet develop insulin resistance and hepatic steatosis [14]. Moreover, dihydrotestosterone suppresses diet-induced hepatic steatosis in castrated male rats [15], and hepatic lipid deposition is elevated in testicular feminized mice (Tfm) compared with intact wild-type littermate controls [7]. Although rodents are commonly used to study hepatic steatosis and have provided valuable insights into the pathogenesis of this disease, the relevance of these models to human disease is limited [16]. As an alternative to rodent models, large animal models, such as pigs, may be more relevant to the study of NAFLD because these models more closely mimic human physiology and anatomy [16-18]. Importantly, castration-induced sex hormone deficiency in male pigs results in obesity, elevated serum triglycerides (TGs), and increased cholesterol levels [19,20], some of the typical causes of NAFLD, suggesting that pigs are suitable models for studying the effects of sex hormones on NAFLD development.

Despite the importance of testosterone in the regulation of hepatic steatosis, the genomic mechanisms through which testosterone deficiency aggravates diet-induced hepatic steatosis are still unclear. Transcriptome profiling is an effective and widely used tool to identify critical genes and pathways involved in pathological processes. Sequencing-based and hybridization-based approaches represent the two major approaches used in transcriptomics studies [21]. High-throughput RNA sequencing (RNA-Seq) has recently become an attractive method of choice in the study of transcriptomes, providing several advantages over microarrays.

In this study, we sought to gain insights into the roles of testosterone in modulating hepatic steatosis using a porcine model of testosterone deficiency and diet-induced hepatic steatosis. Additionally, we examined the contribution of liver genes to the development of hepatic steatosis induced by testosterone deficiency and a high-cholesterol diet using RNA-Seq. To the best of our knowledge, this is the first description of differences in whole-transcriptome patterns occurring in the liver following castration in pigs fed a high-cholesterol diet.

## Results

### Body weights and serum testosterone levels

Pigs were separated into three groups: intact male pigs fed a high-fat and high-cholesterol (HFC) diet (IM); castrated male pigs fed an HFC diet (CM); and castrated male pigs fed an HFC diet and given testosterone replacement therapy (CMT). The body weights of pigs in each group were calculated and found to be linearly elevated over time. Initial body weights were similar in pigs from the IM, CM, and CMT groups (12.76 ± 0.45, 12.14 ± 0.35, and 12.35 ± 0.89 kg, respectively). Castrated pigs fed an HFC diet gained less weight than did pigs in the other groups. With testosterone replacement, the body weights of CMT pigs increased and were similar to the body weights of pigs in the IM group (Figure 1A).

**Figure 1:**
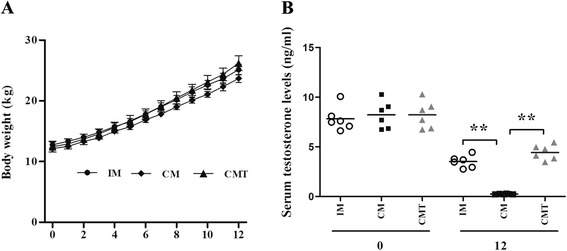
**Effects of castration and testosterone treatment on body weights and serum testosterone concentrations. (A)** Body weights. **(B)** Serum testosterone concentrations. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Data are expressed as means ± SEMs, n = 6 per group. **P < 0.01.

Serum testosterone concentrations were not significantly different between groups before the study began (0 weeks). As expected, castration caused a significant decrease in serum testosterone levels. The concentration of serum testosterone at 12 weeks was significantly lower in CM pigs than in IM pigs (0.24 ± 0.05 vs. 3.52 ± 0.25 ng/mL, respectively). Testosterone treatment increased serum testosterone levels to 4.43 ± 0.31 ng/mL (Figure 1B).

### Liver weight, body fat content, and serum biochemical parameters

Liver weight, body fat content, and serum biochemical parameters after 12 weeks of HFC feeding are presented in Table 1. The liver weights in CM pigs were higher than those observed in IM pigs, but lower than those in CMT pigs (*P* > 0.05). Liver weight indexes in CM pigs were higher than those in IM and CMT pigs, but these differences were not significant (*P* > 0.05). CM pigs had higher body fat percentages than IM (*P* < 0.01) and CMT pigs (*P* < 0.05). Serum alanine aminotransferase (ALT) levels were significantly increased in CM pigs compared with IM + HFC pigs (*P* < 0.05) and significantly reduced in CMT pigs by testosterone replacement (*P* > 0.05). Aspartate aminotransferase (AST) levels were highest in CM pigs, but the differences were not significant among groups (*P* > 0.05). Compared with IM and CMT pigs, CM pigs showed obviously lower serum levels of superoxide dismutase (SOD, *P* < 0.05) but higher levels of malondialdehyde (MDA, *P* < 0.01). Serum free fatty acid (FFA) levels tended to be higher in CM pigs than in IM and CMT pigs. Fasting serum glucose and insulin levels and homeostatic model assessment of insulin resistance (HOMA-IR) were not significantly different between CM and IM pigs (*P* > 0.05). However, testosterone replacement significant reduced serum insulin levels and HOMA-IR in CM pigs (*P* < 0.01).

**Table 1:** **Liver weight, body fat content and serum biochemical parameters in miniature pigs fed a high-fat and high-cholesterol diet**

	**IM**	**CM**	**CMT**
Body weight (kg)	25.15 ± 0.86	23.69 ± 0.64	26.21 ± 1.20
Liver weight (g)	483.82 ± 47.04	524.72 ± 69.88	558.38 ± 27.95
Liver weight index (%)	19.18 ± 1.74	22.01 ± 2.47	21.30 ± 0.39
Body fat (%)	0.15 ± 0.00^**^	0.24 ± 0.02	0.19 ± 0.01^#^
Serum			
ALT (IU/L)	37.17 ± 2.20^*^	46.88 ± 0.86	42.45 ± 3.68
AST (IU/L)	42.37 ± 4.95	44.70 ± 6.86	41.45 ± 2.60
SOD (U/mL)	88.61 ± 7.09^*^	52.07 ± 9.58	100.69 ± 11.79^##^
GSH-PX (μmol/L)	810.07 ± 65.53	723.44 ± 61.82	900.43 ± 58.22
MDA(nmol/L)	3.30 ± 0.32^**^	5.89 ± 0.68	2.81 ± 0.19^##^
FFA (mmol/L)	0.70 ± 0.13	0.98 ± 0.14	0.65 ± 0.10
Glucose (mmol/L)	5.09 ± 0.13	4.94 ± 0.14	5.15 ± 0.15
Insulin (mIU/L)	27.40 ± 0.66	28.60 ± 0.76	21.1 ± 0.47^##^
HOMA-IR	6.17 ± 0.10	6.29 ± 0.33	4.81 ± 0.35^##^

*P < 0.05 and **P < 0.01, IM vs. CM; ^#^ *P* < 0.05 and ^##^ *P* < 0.01, CMT vs. CM.

### Serum lipids

To analyze the effects of castration and testosterone treatment on lipid metabolism in HFC-fed pigs, serum lipids were measured at 0, 2, 4, 6, 8, 10, and 12 weeks postcastration. Serum total cholesterol (TC), high-density lipoprotein cholesterol (HDL-C), low-density lipoprotein cholesterol (LDL-C), and TGs were significantly increased in miniature pigs fed an HFC diet (Figure 2). CM pigs had higher TC levels than did IM and CMT pigs from the fourth week after HFC supplementation (*P* < 0.05; Figure 2A). There were no significant differences in serum TC levels between IM and CMT pigs (*P* > 0.05). Serum LDL-C followed a pattern similar to that of TC in all groups of pigs (Figure 2C). However, testosterone deficiency caused by castration had no significant influence on serum HDL-C levels in HFC-fed pigs (Figure 2B). Serum TG levels in CM pigs were higher than those in IM pigs at weeks 10 and 12 (*P* < 0.05) and those in CMT pigs beginning at week 4 (*P* < 0.05; Figure 2D).

**Figure 2:**
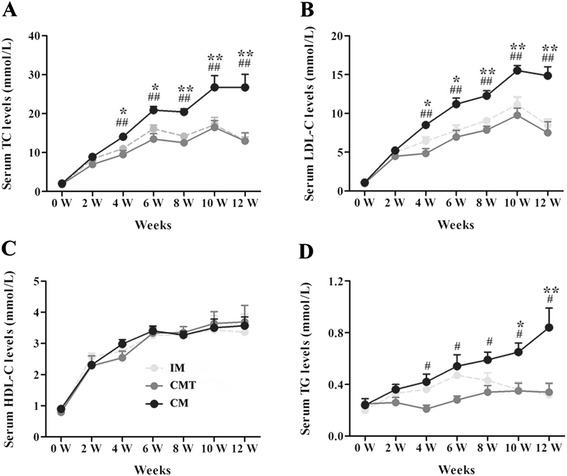
**Effects of castration and testosterone treatment on serum lipid levels. (A)** Serum total cholesterol (TC) levels. **(B)** Serum low-density lipoprotein cholesterol (LDL-C) levels. **(C)** Serum high-density lipoprotein cholesterol (HDL-C) levels. **(D)** Serum triglyceride (TG) levels. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Data are expressed as means ± SEMs, n = 6 per group. *P < 0.05 and **P < 0.01, IM vs. CM; ^#^ *P* < 0.05 and ^##^ *P* < 0.01, CMT vs. CM.

### Liver histopathology and hepatic lipids

Liver histology results showed that testosterone deficiency induced by castration significantly increased hepatic fat accumulation in pigs fed an HFC diet (Figure 3). CM pigs developed massive micro- or macrovesicular steatosis, while the hepatocytes of IM pigs showed only mild microvesicular steatosis (Figure 3A). Moreover, castration significantly aggravated hepatic inflammation in pigs fed an HFC diet (Figure 3A). Testosterone treatment clearly improved hepatic steatosis and reduced hepatic necroinflammation in CM pigs (Figure 3A). Oil red O staining confirmed the occurrence of increased lipid deposition in the livers of CM pigs (Figure 3B).

**Figure 3:**
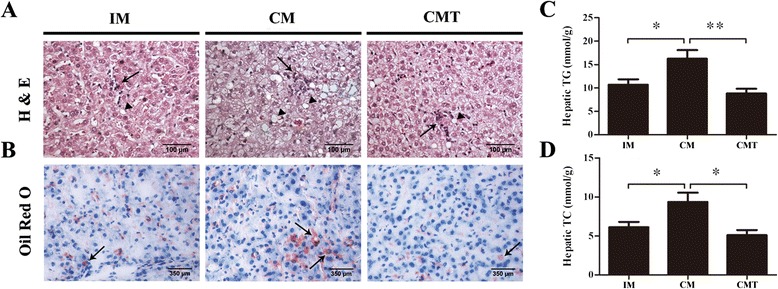
**Effects of testosterone on liver histology and hepatic lipids. (A)** Liver sections stained with hematoxylin and eosin. Micro- and macrovesicular steatosis are indicated by arrow heads, and inflammation is indicated by arrows. **(B)** Oil red O staining of fat in hepatocytes. Increased lipid deposition is indicated by arrows. **(C)** Hepatic triglyceride (TG) content in IM, CM, and CMT pigs. **(D)** Hepatic cholesterol (TC) content in IM, CM, and CMT pigs. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Data are expressed as means ± SEMs, n = 6 per group. *P < 0.05; **P < 0.01.

Consistent with the observed increase in lipid deposition, we also detected marked increases in TG contents in the livers of CM pigs (Figure 3C). Moreover, testosterone treatment reduced hepatic TG contents in CM pigs (Figure 3C). Likewise, hepatic cholesterol contents in CM pigs were also significantly higher than those in IM and CMT pigs (*P* < 0.05; Figure 3D).

### Gene expression analysis by RNA-Seq

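Liver RNA from the 3 groups of Wuzhishan miniature pigs was sequenced as 1 pooled library per group. The sample labels give 3 pigs in each pool. The paper gives 6 pigs per group and does not state how many were pooled. All pigs had received the HFC diet, with 1.5% cholesterol, 15% lard, 10% egg yolk powder and 0.5% sodium cholate, for 12 weeks, and CMT pigs received 10 mg/kg testosterone propionate weekly. The authors deposited 1 table per library with an FPKM value for each of 34579 annotated features, of which 22945 were mRNA. Within most genes the values were multiples of a step, so that the number of reads behind a value was recovered for 23090 features, 95.1% of the 24277 features above 0 in any library. Their sum was 32197631 reads in IM, 36126734 in CM and 25419903 in CMT. The recovered library divisors were 2.51 for IM, 3.42 for CM and 2.04 for CMT, which means that an FPKM of 1 on a transcript of 1 kb stood for 2.51, 3.42 and 2.04 reads. The smallest value that 3 reads could show on such a transcript was therefore an FPKM of 1.20 in IM, 0.877 in CM and 1.47 in CMT. The divisors are not proportional to the mapped reads of Table 2, since CM to IM was 1.36 for the divisors and 1.11 for the mapped reads. The deposited values were used without rescaling and without a pseudocount, and genes were compared by the ratio of their FPKM values. Intervals given for a ratio are 95% exact binomial intervals from the recovered reads. They cover counting error only. They are too wide where the recovered number of reads is too low by a common factor, and too narrow where it is too high by such a factor or where both mates of a pair were counted. With 1 library per group, no difference between the groups has a replicate check, and the variation between pigs is unknown.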

To obtain a global view of the hepatic transcriptome responses to testosterone deficiency and testosterone treatment in pigs fed an HFC diet, we performed comparative RNA-Seq analyses of the liver transcriptomes. cDNA libraries were constructed using total RNA isolated from the livers of IM, CM, and CMT pigs. 

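The FPKM columns summed to 8660404.8 in IM, 7247699.3 in CM and 8603712.1 in CMT. Albumin (ALB) had the highest value in each library, at 7.97% of the column sum in IM, 6.57% in CM and 5.18% in CMT. The 10 highest features together held 19.2%, 18.0% and 16.5% of the sum. mRNA features held 93.9% of the sum in IM, 94.1% in CM and 93.0% in CMT.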

Using an Illumina HiSeq 2000 sequencer, we obtained approximately 40.58, 45.39, and 32.33 million high quality clean reads from IM, CM, and CMT pigs, respectively. For each sample, ~87% of reads could be mapped to the pig reference genome; of these mapped reads, ~79% aligned with unique genes unambiguously (Table 2).

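From the read numbers in Table 2, uniquely mapped reads were 79.6% of all reads in IM, 79.8% in CM and 77.9% in CMT. As a share of the mapped reads they were 90.6%, 91.3% and 89.4%. The reads recovered from the FPKM values came to 90.4% of the mapped reads in IM, 91.0% in CM and 90.2% in CMT.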

**Table 2:** **Summary of the sequencing reads alignment to the reference genome**

**Statistics term**	**IM**	**CM**	**CMT**
All reads	40578646	45391430	32329976
Unmapped reads	4949040	5702066	4154466
Mapped reads	35629606	39689364	28175510
Mapping rate	0.878	0.874	0.871
Unique mapping	32288705	36243263	25183689
Unique mapping rate	0.796	0.798	0.779
Repeat mapping	3340701	3445877	2991640

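An mRNA feature was counted as expressed when its FPKM was above 0. This gave 18093 genes in IM, 18418 in CM and 17740 in CMT out of 22945, and 3746 were at 0 in all 3 libraries. The alternative that moved these numbers most was a minimum FPKM of 1, which left 16633 genes in IM, 16636 in CM and 16432 in CMT, so that the libraries differed less in number.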

In total, 18093, 18418, and 17740 expressed genes were detected in the livers of IM, CM, and CMT pigs, respectively. 

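With FPKM above 0, 16981 mRNA features were shared by the 3 libraries, 584 were found only in IM and CM, 315 only in CM and CMT, and 191 only in IM and CMT. Features found in a single library numbered 337 in IM, 538 in CM and 253 in CMT. Their values were low, with a median FPKM of 0.652 in IM, 0.508 in CM and 0.843 in CMT, and the highest among them was 14.2. Only 94, 118 and 102 of them had an FPKM of at least 1. CM was the library with the most reads. A feature at 0 in another library was not detected at the depth of that library, which does not show that it was absent. At a minimum FPKM of 1, 15613 features were shared by the 3 libraries.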

Of these genes, a total of 16981 genes were expressed in all three groups; 584, 315, and 191 genes were identified commonly between each pair of groups (CM versus IM, CMT versus CM, and CMT versus IM, respectively), while 337, 538, and 253 genes were discovered exclusively for IM, CM, and CMT, respectively (Additional file 1; Figure 4A). To identify differentially expressed genes (DEGs) in the livers of IM, CM, and CMT pigs, gene expression data from each group were compared using DEGSeq software [22]. Significance scores were corrected for multiple testing using the Benjamini-Hochberg correction [23]. We used the following criteria to identify DEGs: (1) gene expression level greater than or equal to 1 fragment per kilobases of exon per million fragments mapped (FPKM) in all samples; (2) change in expression level greater than or equal to 1.5 fold; and (3) a false discovery rate (FDR) of less than 0.05 [24]. Thus, a total of 1635 (826 upregulated and 809 downregulated), 1847 (915 upregulated and 934 downregulated), and 671 (313 upregulated and 358 downregulated) DEGs were detected in the livers of pigs for CM versus IM, CMT versus CM, and CMT versus IM groups, respectively (Figure 4B). 

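An FPKM of at least 1 in all 3 libraries was met by 15613 of the 22945 mRNA features. Across these genes, the log2 ratio of CM to IM had a standard deviation of 0.65 and a median of -0.020, and 76.8% of genes lay within 1.5-fold. For CMT versus CM the standard deviation was 0.72 and 74.3% of genes lay within 1.5-fold. CMT and IM were the closest pair, with a standard deviation of 0.52 and 83.2% of genes within 1.5-fold. These spreads hold counting error at low values as well as differences between the pools, which could not be separated without replicates.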

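Among the 15613 mRNA features with an FPKM of at least 1 in all 3 libraries, 3621 differed at least 1.5-fold between CM and IM, 1737 of them higher and 1884 lower in CM. Between CMT and CM, 4006 genes differed, with 1896 higher and 2110 lower in CMT. Between CMT and IM, 2618 genes differed, with 1041 higher and 1577 lower in CMT. With values scaled to the mapped reads, chosen after seeing the data, 3509 genes were higher and 1024 lower in CM than in IM. For CMT versus CM, 1069 were then higher and 3603 lower in CMT, so the balance between the directions depended on the scaling. These numbers rest on the fold change alone, and no p-value was computed across genes because each group had a single library. Counting error can contribute to such numbers. In simulated libraries of the mRNA features with recovered reads, 200 of them changed, 779 of the unchanged genes passed 1.5-fold. Between CM and IM 3621 passed, so counting error drawn in this way gave fewer than were seen. The simulation drew every read independently, so it holds too little error where both mates of a pair were counted. A test on the recovered reads of a pair of libraries, with a Benjamini-Hochberg FDR under 0.05 added to the fold change, left 2600 genes for CM versus IM, 2900 for CMT versus CM and 1339 for CMT versus IM. Such a test compares those libraries, not the conditions. Features without recovered reads counted as not passing, among them 236 of the 3621 genes past 1.5-fold between CM and IM. A threshold of 2-fold was the alternative that moved CM versus IM and CMT versus CM most, to 1464 and 1744 genes, and it left 959 for CMT versus IM. A test with FPKM values as counts, chosen after seeing the data, moved CMT versus IM most, to 649.

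**Figure D1:**
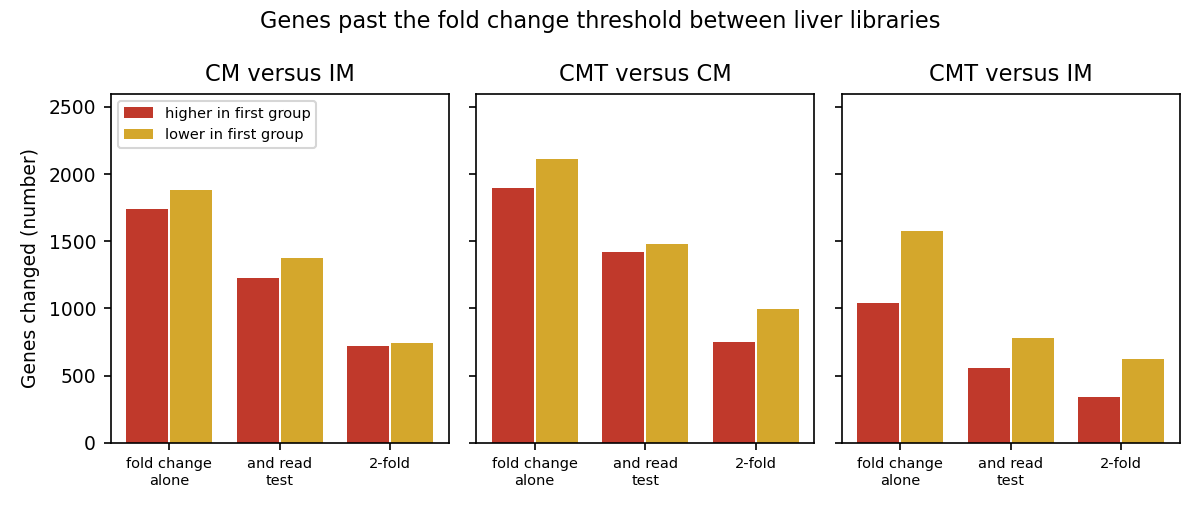
Number of mRNA features (vertical axis) that were higher (red) or lower (yellow) in the first group of each comparison, at a fold change of 1.5 alone, with the read test added, and at 2-fold. In all 3 settings the CMT versus IM comparison has the fewest genes, from 2618 at 1.5-fold to 959 at 2-fold.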

In total, 2595 different genes were differentially expressed between any two groups (Figure 4C; DEG list provided in Additional file 2).

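By fold change alone, 5818 mRNA features differed at least 1.5-fold in at least 1 of the 3 comparisons. With the read test added the number was 4217, with a minimum FPKM of 10 in all 3 libraries it was 3321, and with a threshold of 2-fold it was 2624. Across the 15613 genes above the FPKM minimum, the log2 FPKM values correlated with Pearson's r of 0.968 for CM and IM, 0.962 for CMT and CM, and 0.981 for CMT and IM. Genes are not independent replicates, and these correlations describe the libraries only.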

**Figure 4:**
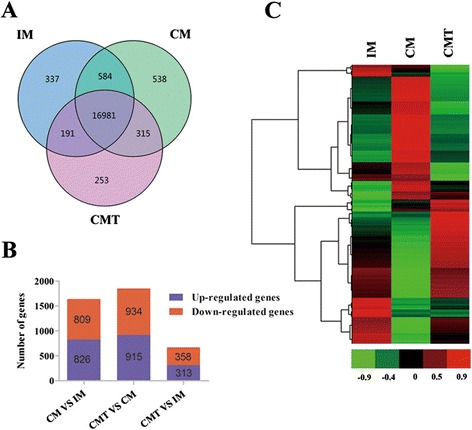
**RNA-Seq analyses of differentially expressed genes (DEGs) in livers of IM, CM, and CMT pigs. (A)** The numbers of upregulated and downregulated DEGs between groups. **(B)** Venn diagram showing the overlap of DEGs between groups. **(C)** Heat map for hierarchical cluster analysis of DEGs between samples. Red: upregulated genes; yellow: downregulated genes. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy.

### Gene Ontology (GO) enrichment analysis of DEGs

To gain further insights into the biological functions of DEGs, we performed GO analyses by querying each DEG identified in the livers of IM, CM, and CMT pigs against the GO database. 

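In Additional file 3 the paper lists 158 GO terms for the upregulated DEGs, 66 of them with an FDR under 0.05. Enrichment was recalculated from the paper's gene numbers as the share of annotated DEGs in a term over the share of all annotated genes, for 711 annotated upregulated DEGs and 18636 annotated genes. It was 7.68-fold for the type I interferon signaling pathway, with 29 DEGs, and 7.25-fold for antigen processing and presentation, with 13. The cytokine-mediated signaling pathway held 46 DEGs at 3.93-fold, immune response 43 at 3.17-fold, innate immune response 61 at 2.18-fold and apoptotic process 63 at 1.88-fold. With the 15613 genes above the FPKM minimum as the background, and the gene numbers of each term unchanged, the enrichment of the type I interferon signaling pathway was 6.43-fold and that of apoptotic process 1.58-fold. Mitotic cell cycle, a term the text does not name, held 57 of the upregulated DEGs at 3.41-fold.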

GO analysis of significantly upregulated DEGs between CM and IM pigs revealed genes that were mainly enriched in immune-related processes, such as the type I interferon signaling pathway, the cytokine-mediated signaling pathway, immune responses, innate immune responses, antigen processing and presentation, and apoptosis (Additional file 3). 

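For the downregulated DEGs Additional file 3 lists 173 GO terms, 101 of them with an FDR under 0.05. Recalculated from the paper's gene numbers, with 726 annotated downregulated DEGs, enrichment was highest among the terms named here for ketone body biosynthetic process, at 20.5-fold with 8 DEGs. Fatty acid beta-oxidation held 20 DEGs of 49 annotated genes, at 10.5-fold. Bile acid metabolic process held 15 at 8.19-fold, fatty acid metabolic process 42 at 6.53-fold, the tricarboxylic acid cycle 9 at 6.08-fold, steroid metabolic process 23 at 4.58-fold, cholesterol metabolic process 16 at 4.11-fold and lipid metabolic process 79 at 3.88-fold. Inflammatory response was also among the terms of the downregulated DEGs, with 30 genes at 2.29-fold.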

Downregulated DEGs were mainly involved in metabolism-related processes, such as lipid metabolism, fatty acid metabolism, fatty acid beta-oxidation, bile acid metabolic processes, steroid metabolic processes, ketone body biosynthetic processes, cholesterol metabolic processes, and the tricarboxylic acid and gluconeogenesis pathways (Additional file 3). 

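Additional file 4 lists 116 GO terms with an FDR under 0.05 for the DEGs upregulated in CMT versus CM and 81 for those downregulated. Among the 804 annotated upregulated DEGs, fatty acid beta-oxidation held 25 at 11.8-fold, bile acid metabolic process 17 at 8.38-fold, cholesterol metabolic process 22 at 5.10-fold and lipid metabolic process 94 at 4.17-fold, as recalculated from the paper's gene numbers. Among the 789 annotated downregulated DEGs, the type I interferon signaling pathway held 31 at 7.40-fold, the cytokine-mediated signaling pathway 53 at 4.08-fold, innate immune response 72 at 2.32-fold and apoptotic process 67 at 1.80-fold.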

Upregulated DEGs between CMT and CM pigs revealed genes that were mainly involved in metabolism-related processes, such as lipid metabolism, fatty acid metabolism, fatty acid beta-oxidation, steroid metabolism, bile acid metabolism, cholesterol metabolism, ketone body biosynthesis, and the tricarboxylic acid and gluconeogenesis cycles, while downregulated DEGs were mainly enriched in immune-related processes, such as the type I interferon signaling pathway, the cytokine-mediated signaling pathway, innate immune responses, immune responses, apoptosis, antigen processing and presentation, inflammatory responses, and responses to oxidative stress (Additional file 4).

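For all DEGs between any groups, 183 GO terms are listed in Additional file 5, 89 with an FDR under 0.05. Recalculated for the 2195 annotated DEGs, enrichment was 4.51-fold for fatty acid beta-oxidation with 26 DEGs, 2.52-fold for lipid metabolic process with 155, 2.10-fold for small molecule metabolic process with 396, 1.98-fold for immune response with 83, 1.95-fold for inflammatory response with 77 and 1.47-fold for apoptotic process with 152. With the 15613 genes above the FPKM minimum as the background, and the gene numbers of each term unchanged, apoptotic process was at 1.23-fold. Genes of the term below the minimum were not removed, so this is not a full recalculation on expressed genes.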

The enriched GO analyses of all significant DEGs between any two groups were also investigated and were found to be mainly involved in small molecule metabolism, metabolic processes, lipid metabolism, fatty acid metabolism, steroid metabolism, cholesterol metabolism, fatty acid beta-oxidation, immune responses, inflammatory responses, apoptosis, and responses to oxidative stress (Figure 5A, Additional file 5).

**Figure 5:**
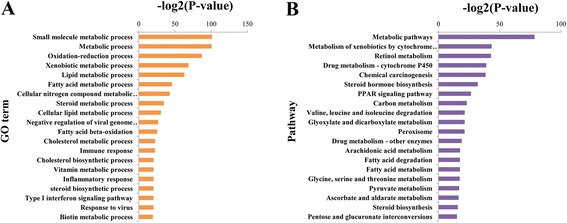
**Gene ontology (GO) and pathway analysis of differentially expressed genes (DEGs). (A)** Top 20 significant GO terms (biological processes) associated with the identified DEGs. The vertical axis represents the GO category, and the horizontal axis represents the -Log2(*P*-value) of the significant GO terms. **(B)** Top 20 significant pathways involving DEGs. The vertical axis represents the pathway category, and the horizontal axis represents the -Log2(*P*-value) of the significant pathways. Greater -Log2(*P*-value) scores correlated with increased statistical significance.

### Pathway analysis of DEGs

Pathway analysis using the KEGG database was performed to determine significant pathways involving the DEGs identified in this study. Our results showed that 64 pathways were significantly enriched for the identified DEGs (*P* < 0.05; Figure 5B). The enriched pathways are listed in Additional file 6. Moreover, pathway analysis showed that these genes were mainly involved in metabolic pathways, steroid hormone biosynthesis, the PPAR signaling pathway, peroxisomes, fatty acid degradation, pyruvate metabolism, steroid biosynthesis, the nuclear factor-kappaB (NF-κB) signaling pathway, primary bile acid biosynthesis, antigen processing and presentation, the tricarboxylic acid cycle, synthesis and degradation of ketone bodies, and glycerolipid metabolism (Figure 5B, Additional file 6).

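Recalculated from the gene numbers of Additional file 6, metabolic pathways held 366 DEGs of 1361 annotated genes, an enrichment of 2.02-fold. Primary bile acid biosynthesis held 13 of 25 at 3.91-fold, pyruvate metabolism 23 of 51 at 3.39-fold, the PPAR signaling pathway 40 of 91 at 3.30-fold and peroxisome 37 of 95 at 2.93-fold. Fatty acid degradation held 24 of 53 annotated genes. The citrate cycle held 12 of 38 at 2.37-fold and the NF-kappa B signaling pathway 33 of 111 at 2.23-fold. Cell cycle held 35 of 143 at 1.84-fold. The gene numbers are the paper's, and the enrichments carry over its list of DEGs.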

### Series-cluster analysis of DEGs

To refine the set of genes that were differentially expressed between any group, we categorized the 2595 DEGs into seven possible model profiles (Additional file 7) to enrich for gene expression tendencies using the Short Time-Series Expression Miner (STEM) program [25]. We identified two patterns of gene expression (profiles 2 and 5, Additional file 8) with significance (*P* < 0.05; Figure 6A). 

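The STEM profiles were compared with the deposited values. Of the mRNA features with an FPKM of at least 1 in all 3 libraries, 1112 were at least 1.5-fold lower in CM than in both other libraries, and 1072 were at least 1.5-fold higher. Fewer genes stood apart in CMT, with 850 lowest and 420 highest, and in IM, with 435 lowest and 538 highest. A threshold of 2-fold moved these CM numbers by the largest factor, to 406 lowest and 454 highest. When the values were scaled to the mapped reads of Table 2, an alternative chosen after seeing the data, 583 genes were lowest and 2127 highest in CM.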

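Of the 737 genes that Additional file 8 lists for profile 2, 724 were matched by symbol to the deposited values, and all 724 had their lowest FPKM in CM. Their median log2 ratio was -0.88 for CM versus IM and 0.97 for CMT versus CM. CMT lay within 1.5-fold of IM for 699 of them, with a median log2 ratio of 0.11 for CMT versus IM. The genes had been placed in the profile by these same values.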

Profile 2 contained 738 genes that were characterized by decreased expression in CM pigs but increased expression in the CMT group. In contrast, profile 5 contained 869 genes that were characterized by increased expression in CM pigs but exhibited decreased expression in the CMT group. 

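Of the 868 genes that Additional file 8 lists for profile 5, 850 were matched to the deposited values, and all 850 had their highest FPKM in CM. Their median log2 ratio was 0.93 for CM versus IM and -1.03 for CMT versus CM. CMT lay within 1.5-fold of IM for 629 of them.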

Significantly enriched GO terms from profiles 5 and 2 are illustrated in Figure 6B and Additional files 9 and 10. 

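Immune and inflammatory response genes were also taken as a list of 57 genes written from general function with the paper's figures known, of which 54 passed the FPKM minimum and 13 are also in the heat maps of Figures 7 and 8. The median log2 ratio of CM to IM was 0.33, at percentile 100 among the medians of 10000 random lists of the same size matched on mean expression. Of the 54 genes, 41 were higher in CM, 22 of them at least 1.5-fold, while 8 were at least 1.5-fold lower. For CMT versus CM the median was -0.43, at percentile 0, and for CMT versus IM it was 0.042, at percentile 53.5. The percentiles describe these libraries only. The alternative that moved the CM versus IM median most was the list of 34 genes in the heat map of Figure 7A, with 0.89, and without any gene of the heat maps the median was 0.23, also at percentile 100.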

Cluster analysis showed that the significantly enriched GO terms from profile 5 were closely correlated with immune and inflammatory responses. 

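Genes that Additional file 9 places in these terms were looked up in the deposited values. For the type I interferon signaling pathway, 26 of 28 listed genes were found, with a median log2 ratio of 1.17 for CM versus IM and -1.30 for CMT versus CM. The medians were 1.10 and -1.07 for 45 genes of the cytokine-mediated signaling pathway, 1.03 and -1.10 for 61 genes of innate immune response, 1.01 and -0.90 for 33 genes of immune response, 1.02 and -1.03 for 21 genes of regulation of immune response, and 0.92 and -0.72 for 11 genes of antigen processing and presentation. Every one of these genes had its highest value in CM, which is how the profile is defined.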

The included genes were enriched in the type I interferon signaling pathway, cytokine-mediated signaling pathways, regulation of immune responses, innate immune responses, immune responses, and antigen processing and presentation (Figure 6B, Additional file 9). 

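For apoptotic process, 59 of the 65 profile 5 genes in Additional file 9 were found in the deposited values, with a median log2 ratio of 1.22 for CM versus IM and -1.16 for CMT versus CM. The paper's gene numbers give an enrichment of 1.90-fold for the term. It was 1.59-fold with the 15613 genes above the FPKM minimum as the background and the gene numbers of the term unchanged. Mitotic cell cycle held 57 profile 5 genes, with medians of 1.45 and -1.54 and an enrichment of 3.33-fold.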

Profile 5 genes were also enriched in apoptotic processes and positive regulation of chemokine secretion (Additional file 9).

**Figure 6:**
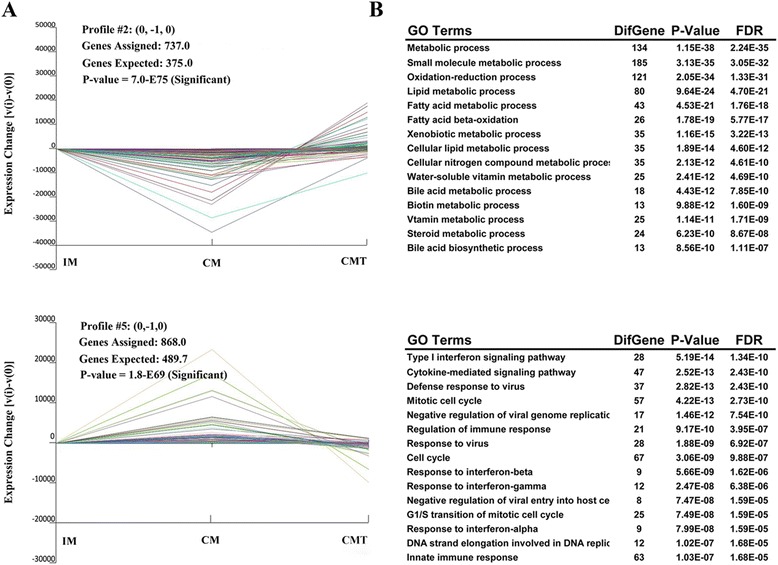
**Significant gene expression tendencies and gene ontology (GO) analysis. (A)** Differentially expressed genes between the groups described in Additional file 3 (Table S4) were separated into seven possible model profiles, including two significant gene expression tendencies (profiles 2 and 5). Profile 2 included 737 genes that were decreased in CM pigs, but increased in CMT pigs. Profile 5 included 838 genes that were increased in CM pigs, but decreased in CMT pigs. **(B)** Significantly enriched GO terms in profiles 2 and 5. The top 15 biological functions and the case genes in each cluster are listed. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy.

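All 34 genes in the heat map of Figure 7A passed the FPKM minimum. Each was higher in CM than in IM and in CMT, with a median log2 ratio of 0.89 for CM versus IM and -0.87 for CMT versus CM. At least 1.5-fold was reached by 28 genes in CM versus IM and by 31 in CMT versus CM. For CMT versus IM the median was -0.067, at percentile 8.01 among random lists.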

The genes involved in immune and inflammatory responses are displayed and clustered in Figure 7A. To verify the observed differential mRNA expression of immune and inflammatory response genes, we performed quantitative real-time RT-PCR (qRT-PCR) using RNA samples extracted from the livers of IM, CM, and CMT pigs. The hepatic expression of six immune and inflammatory response-related genes (*IRF7*, *CXCL9*, *CXCL14*, *CCL2*, *CCR1*, and *TLR-2*) was analyzed in the three groups. Consistent with RNA-Seq results, the expression of these six genes was upregulated in CM pigs and downregulated in CMT pigs after testosterone treatment (Figure 7B). In addition to qRT-PCR validation experiments, we also employed immunohistochemistry to examine the protein expression levels of CCL2, CXCL9, and IRF7 (Figure 7C), which are involved in the development of NAFLD. 

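In the RNA-Seq values, CXCL14 had an FPKM of 139 in IM, 309.6 in CM and 164 in CMT, a log2 ratio of 1.15 for CM versus IM and -0.91 for CMT versus CM. CCL2 was at 74.3 in IM, 162 in CM and 96.1 in CMT, from 139, 412 and 146 recovered reads, so that its CM to IM ratio of 2.18 had an interval of 1.79 to 2.66. TLR2 rested on 109, 300 and 117 reads, with an FPKM of 28.2 in IM, 57.0 in CM and 37.3 in CMT and a CM to IM ratio of 2.02 (1.62 to 2.54). CXCL9 was at 657 in IM, 1257 in CM and 702 in CMT, IRF7 at 143 in IM, 248 in CM and 145 in CMT and CCR1 at 65.1 in IM, 107 in CM and 57.6 in CMT. The log2 ratios of CM to IM for these 3 genes were 0.94, 0.80 and 0.72, and those of CMT to CM were -0.84, -0.78 and -0.90. The CM to IM interval lay above 1 for all 6 genes. The recovered length of CXCL9 was 225 bases, so a common factor of its reads may be missing. Scaling to the mapped reads, the alternative that moved the named genes most, gave log2 ratios of CM to IM from 1.01 for CCR1 to 1.45 for CXCL14.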

Based on immunostaining results, we observed similar differences in expression at the protein level. Staining levels tended to be increased in the livers of CM pigs compared to those observed in IM pigs (Figure 7C). However, this positive staining was reduced after testosterone treatment (Figure 7C).

**Figure 7:**
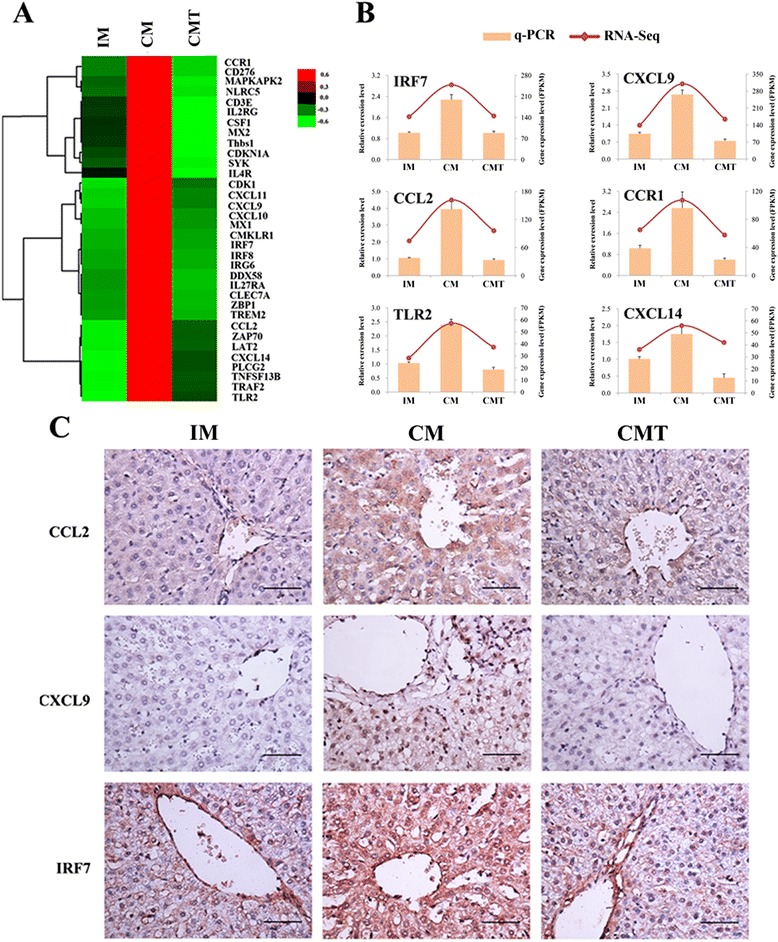
**Expression of genes involved in immune and inflammatory responses. (A)** Heat map for genes involved in immune and inflammatory responses. **(B)** Expression levels of six genes detected by quantitative real-time RT-PCR (yellow box) were in agreement with the RNA-Seq results. Data are expressed as means ± SEMs, n = 6 per group. **(C)** Immunohistochemical assessment of chemokine (C-C motif) ligand 2 (CCL2), chemokine (C-X-C motif) ligand 9 (CXCL9), and interferon-regulatory factor 7 (IRF7), showing expression changes that were in accordance with the RNA-Seq and qRT-PCR results. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Scale bars = 100 μm.

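Metabolic genes were taken as 3 lists written from general function with the paper's figures known, so that they hold all 14 genes of Figure 8B and all 8 of Figure 8C. The list of 40 fatty acid oxidation genes had a median log2 ratio of -0.62 for CM versus IM, at percentile 0 among 10000 random lists matched on mean expression, and 0.63 for CMT versus CM, at percentile 100. The 45 genes of cholesterol and bile acid metabolism had medians of -0.47 and 0.64, also at percentiles 0 and 100. The 55 genes of glucose metabolism had medians of -0.17 and 0.15, at percentiles 17.7 and 45.1, and so did not stand apart from random lists. With values scaled to the mapped reads, the medians of this last list were 0.12 and -0.098, and with equal column sums 0.083 and -0.077. The paper's own list for glucose metabolism, the 8 genes of Figure 8C, had medians of -0.91 and 0.97. Among the listed genes, 18 for fatty acid oxidation, 14 for cholesterol and bile acid metabolism and 8 for glucose metabolism are in the heat maps, and without those genes the medians for CM versus IM were -0.35, -0.38 and -0.13, at percentiles 2.01, 0.06 and 37.3. A control list of 39 ribosomal protein genes had a median of 0.019, at percentile 99.85, so that a list can lie outside most random lists with a median near 0.

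**Figure D2:**
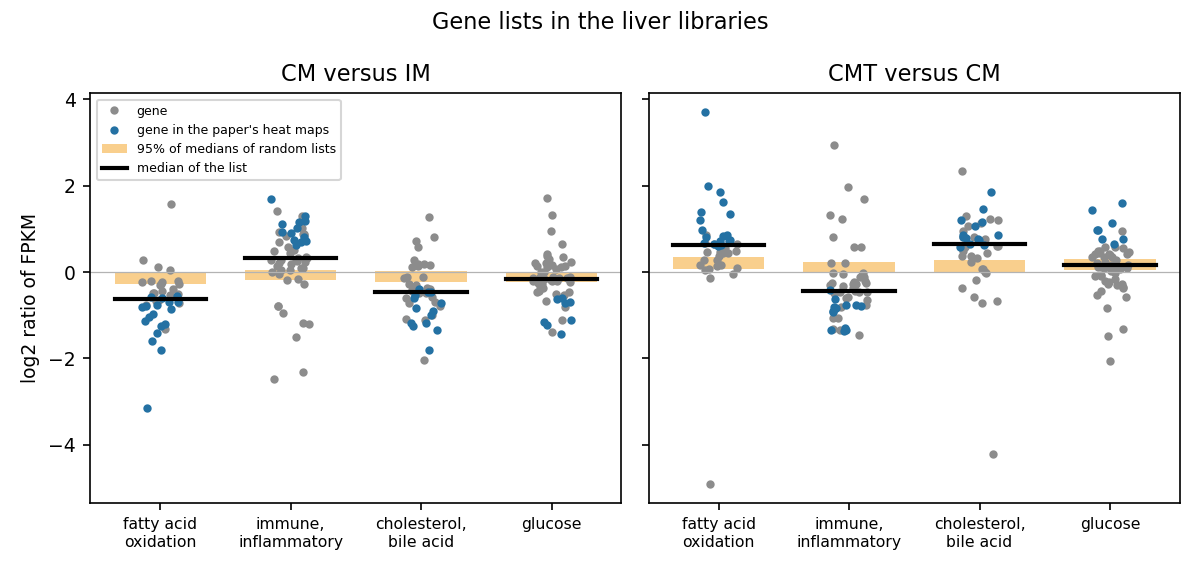
log2 ratio of FPKM (vertical axis) of each gene in 4 lists, for CM versus IM and CMT versus CM, with genes of the paper's heat maps in blue, other genes in gray, the median of each list as a black line and the range of 95% of the medians of random lists in orange. The medians of the fatty acid oxidation list, -0.62 and 0.63, lie outside that range, and those of the glucose metabolism list, -0.17 and 0.15, lie inside it.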

Profile 2 genes were mainly enriched in various metabolic subprocesses, including fatty acid metabolism, fatty acid beta-oxidation, steroid biosynthesis, cholesterol and bile acid metabolism, and glucose metabolism (Figure 6B, Additional file 10). We found that the most genes enriched in fatty acid metabolic processes were involved in fatty acid oxidation (Figure 8A). It is well known that impaired fatty acid oxidation contributes to NAFLD; thus, we analyzed the genes participating in fatty acid oxidation further. 

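All 26 genes in the heat map of Figure 8A were lower in CM than in IM and in CMT. Their median log2 ratio was -0.81 for CM versus IM and 0.83 for CMT versus CM, with 21 genes at least 1.5-fold lower in CM than in IM and all 26 at least 1.5-fold higher in CMT than in CM. For CMT versus IM the median was 0.14, at percentile 94.9 among random lists. The paper shows this heat map for profile 2, whose genes were placed there by being lowest in CM in these same values. The direction in CM was therefore fixed in advance. In Additional file 10, 43 genes of profile 2 belong to fatty acid metabolic process, at 7.45-fold enrichment, and 26 to fatty acid beta-oxidation, at 15.2-fold.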

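CPT1A had an FPKM of 831 in IM, 353 in CM and 812 in CMT, from 7070, 4088 and 5613 recovered reads. It was 2.36-fold lower in CM than in IM, with an interval of 2.27 to 2.45, and 2.30-fold higher in CMT than in CM, with an interval of 2.21 to 2.40. CMT and IM differed by a log2 ratio of -0.034.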

Carnitine palmitoyltransferase 1A (*CPT-1A*) encodes the rate-limiting enzyme in fatty acid oxidation, which was downregulated 2.36-fold in the livers of CM pigs and upregulated 2.30-fold in the livers of CMT pigs. 

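PPARD was at an FPKM of 187 in IM, 86.0 in CM and 155 in CMT, from 1623, 1016 and 1094 recovered reads. The decrease from IM to CM was 2.18-fold (2.01 to 2.36), and the increase from CM to CMT was 1.81-fold (1.66 to 1.97).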

Peroxisome proliferator-activated receptor delta (*PPARD*) belongs to a class of ligand-dependent transcription factors involved in hepatic lipid metabolism and was downregulated 2.18-fold in the livers of CM pigs and upregulated 1.81-fold in the livers of CMT pigs. Moreover, the *ACADL*, *ACOX1*, *ACO*, and *ECIl* genes, encoding long-chain acyl-CoA dehydrogenase, palmitoyl acyl-CoA oxidase 1, acyl-CoA oxidase, and mitochondrial enoyl-CoA isomerase, respectively, were 2.66-, 2.05-, 1.99-, and 1.95-fold downregulated in the livers of CM pigs and 4.00-, 1.65-, 1.51-, and 2.52-fold upregulated in the livers of CMT pigs, respectively (Figure 8).

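ACADL had an FPKM of 1646 in IM, 619 in CM and 2479 in CMT, which is 2.66-fold lower in CM than in IM and 4.00-fold higher in CMT than in CM. CMT lay above IM for this gene, with a log2 ratio of 0.59. ECI1 was at 4341 in IM, 2229.7 in CM and 5617 in CMT, a decrease of 1.95-fold and an increase of 2.52-fold. The recovered length of ECI1 was 470 bases, so its reads may be too few by a common factor and its interval too wide.

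**Figure D3:**
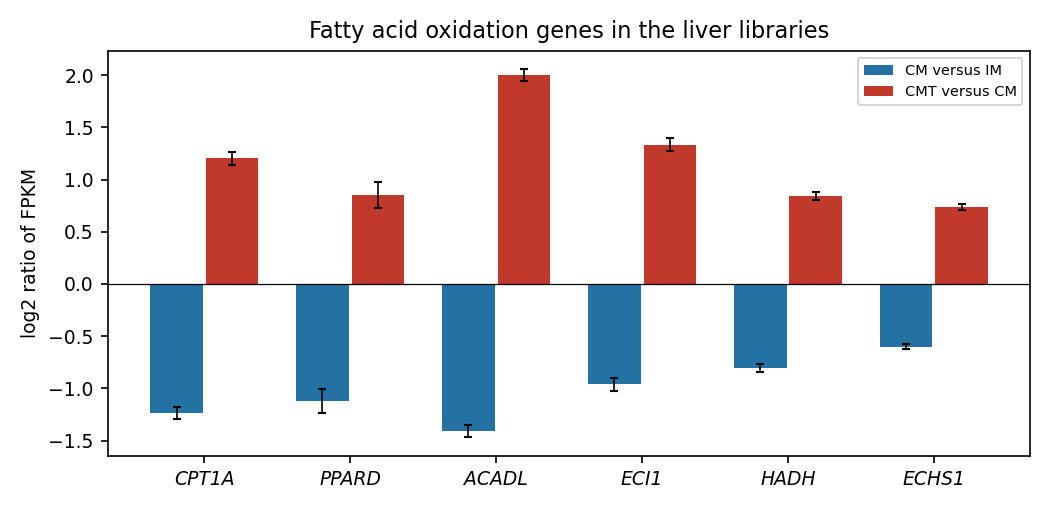
log2 ratio of FPKM (vertical axis) of 6 fatty acid oxidation genes for CM versus IM (blue) and CMT versus CM (red), with 95% exact binomial intervals from the recovered reads as error bars, which cover counting error only. All 6 genes are lower in CM than in IM, from -0.60 for ECHS1 to -1.41 for ACADL, and higher in CMT than in CM.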

**Figure 8:**
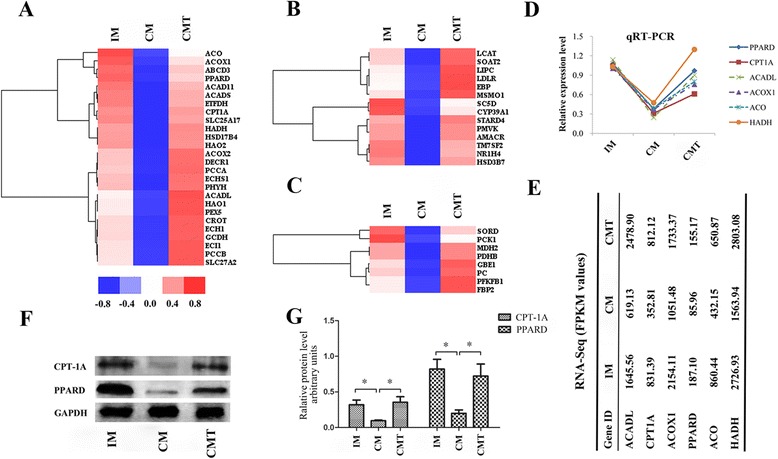
**Expression of genes involved in fatty acid oxidation and cholesterol, bile acid, and glucose metabolism. (A)** Heat map for genes involved in fatty acid oxidation. **(B)** Heat map for genes involved in cholesterol and bile acid metabolism. **(C)** Heat map for genes involved in glucose metabolism. **(D, E)** Expression levels of six genes detected by quantitative real-time RT-PCR (qRT-PCR) that were in agreement with the RNA-Seq results. Data are expressed as means ± SEMs, n = 6 per group. **(F, G)** Western blot analysis of peroxisome proliferator-activated receptor delta (PPARD) and carnitine palmitoyltransferase 1A (CPT-1A) showing expression changes that were in accordance with RNA-Seq and qRT-PCR results. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Data are expressed as means ± SEMs, n = 5 per group. *P < 0.05.

Enriched genes mediating cholesterol, bile acid, and glucose metabolism are also displayed in Figure 8. 

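PMVK had an FPKM of 825 in IM, 367 in CM and 847 in CMT, a log2 ratio of -1.17 for CM versus IM. TM7SF2 was at 1212 in IM, 646 in CM and 1127 in CMT (-0.91) and LCAT at 1870.3 in IM, 1058 in CM and 2213 in CMT (-0.82). NR1H4 was at 759.7 in IM, 382 in CM and 694 in CMT (-0.99) and HSD3B7 at 833 in IM, 547 in CM and 813 in CMT (-0.61). SOAT2, taken for SORT2, was 1.38-fold lower in CM than in IM, with an interval of 1.23 to 1.54, and LIPC 1.31-fold (1.28 to 1.35). Scaled to the mapped reads, LCAT and HSD3B7 had log2 ratios of -0.53 and -0.32 for CM versus IM, under 1.5-fold. In CMT versus CM the log2 ratios of these 7 genes ran from 0.57 for HSD3B7 to 1.21 for PMVK. Scaling to the mapped reads put TM7SF2 (0.55), SOAT2 (0.37) and LIPC (0.39) under 1.5-fold in this comparison. All 14 genes in the heat map of Figure 8B were lower in CM than in IM and in CMT, 10 of them at least 1.5-fold versus IM. This heat map is also of profile 2, so the direction in CM was fixed in advance.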

Genes involved in cholesterol biosynthesis (*PMVK* and *TM7SF2*), cholesterol esterification (*LCAT* and *SORT2*), cholesterol transport and absorption (*LDLR* and *LIPC*), and bile acid metabolic processes (*NR1H4* and *HSD3B7*) were downregulated in the livers of CM pigs, but restored by testosterone treatment (Figure 8B). Several genes encoding enzymes involved in glucose metabolism were also downregulated in CM pigs. 

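All 8 genes in the heat map of Figure 8C were at least 1.5-fold lower in CM than in IM, with a median of -0.91. All 8 were also at least 1.5-fold higher in CMT than in CM, with a median of 0.97. This heat map is also of profile 2, so the direction in CM was fixed in advance. In the wider list of 55 glucose metabolism genes, 37 were lower and 18 higher in CM than in IM, and 12 were lower and 4 higher by at least 1.5-fold. Its median of -0.17 lay at percentile 17.7 among random lists, and it was 0.12 with values scaled to the mapped reads.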

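PCK1 had an FPKM of 15266 in IM, 6514 in CM and 11000 in CMT, 2.34-fold lower in CM than in IM (2.32 to 2.37) and 1.69-fold higher in CMT than in CM (1.67 to 1.71). CMT remained below IM, with a log2 ratio of -0.47. PFKFB1 was at 209 in IM, 135 in CM and 264 in CMT, a log2 ratio of -0.63 for CM versus IM and 0.97 for CMT versus CM. Its reads were not recovered, so its ratios have no interval. Under scaling to the mapped reads, the log2 ratio of CM to IM for PFKFB1 was -0.34 and that of CMT to CM for PCK1 was 0.50, both under 1.5-fold.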

For example, *PCK1*, encoding the rate-limiting gluconeogenesis enzyme phosphoenolpyruvate carboxykinase (PEPCK), and *PFKFB1*, encoding the glycolysis enzyme 6-phosphofructo-2-kinase, were decreased in the livers of CM pigs, but increased in the livers of CMT pigs after testosterone treatment (Figure 8C).

We performed qRT-PCR to verify the mRNA expression profiles of the fatty acid oxidation-related genes *CPT1A*, *PPARD*, *ACADL*, *ACO*, *ACOX1*, and 3-hydroxyacyl-CoA dehydrogenase (*HADH*). Consistent with RNA-Seq analysis, the expression of these six genes was downregulated in CM pigs and upregulated in CMT pigs after testosterone treatment (Figure 8D, E). 

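In the RNA-Seq values HADH was at an FPKM of 2727 in IM, 1564 in CM and 2803 in CMT. It was 1.74-fold lower in CM than in IM, with an interval of 1.70 to 1.79, and 1.79-fold higher in CMT than in CM, with an interval of 1.74 to 1.84. Among CPT1A, PPARD, ACADL and HADH the log2 ratio of CM to IM ran from -1.41 for ACADL to -0.80 for HADH, and that of CMT to CM from 0.84 for HADH to 2.00 for ACADL. After scaling to the mapped reads the log2 ratio of CM to IM was -0.51 for HADH, under 1.5-fold, and -1.12 for ACADL.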

We then measured the protein expression levels of CPT1A and PPARD by western blot analysis. The protein levels of CPT1A and PPARD were decreased in the livers of CM pigs as compared to IM pigs and were increased in CMT pigs after testosterone treatment (Figure 8F, G).

### Pathway-Act-Network analysis

To further understand the importance of pathway interactions and to screen key pathways for significant roles in NAFLD induced by testosterone deficiency and an HFC diet, we built a Pathway-Act-Network according to the direct or systemic interactions assigned between pathways in the KEGG database (Figure 9, Additional file 11). As shown in Figure 9, some DEGs involved in key pathways during NAFLD were identified, including metabolic pathways, fatty acid degradation, pyruvate metabolism, and the citrate cycle. Moreover, glycerolipid metabolism and the NF-κB signaling pathway in the interaction network were also predicted to play important roles.

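In Additional file 11 the degree of a pathway is the number of its interactions with other pathways. By the paper's numbers, metabolic pathways had the highest degree, 14, and the citrate cycle, pyruvate metabolism and fatty acid degradation each had a degree of 13. Among the deposited values for these functions, 36 of 40 fatty acid oxidation genes and 37 of 55 glucose metabolism genes were lower in CM than in IM, 21 and 12 of them at least 1.5-fold.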

**Figure 9:**
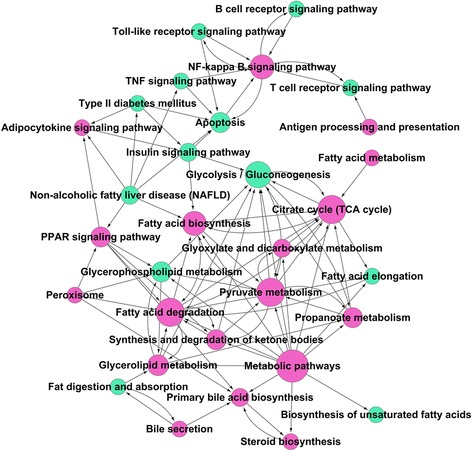
**Pathway-Act-Network analysis.** The Pathway-Act-Network was built according to the interactions with pathways identified in the KEGG database. Cycle nodes represent pathways, and the arrow between two nodes represents an interaction target between pathways. The size of nodes represents the power of the interaction among the pathways (Additional file 11). Red nodes represent significant pathways and green nodes represent nonsignificant pathways.

To display a detailed pathway of fatty acid degradation and the relative differences in genes influenced by testosterone, a putative pathway of fatty acid degradation was constructed based on KEGG mapping. Enzymes and proteins involved in regulating fatty acid degradation (CPT-1A, ACO, and ACADL) were decreased in CM pigs, but recovered in CMT pigs (Additional file 12). We also constructed a putative pathway of peroxisome-related processes according to KEGG mapping (Additional file 13). Similarly, several genes involved in regulating peroxisome processes, such as *PMP70* and *PEX14*, were decreased in CM pigs, but increased in CMT pigs.

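ABCD3, which encodes PMP70, had an FPKM of 439 in IM, 243 in CM and 386 in CMT, 1.80-fold lower in CM than in IM (1.73 to 1.88) and 1.59-fold higher in CMT than in CM (1.51 to 1.66). PEX14 was at 193 in IM, 119 in CM and 214 in CMT, with a decrease of 1.62-fold (1.41 to 1.86) and an increase of 1.80-fold (1.56 to 2.08). Scaling to the mapped reads took the log2 ratios of CM to IM to -0.56 for ABCD3 and -0.40 for PEX14, and that of CMT to CM for ABCD3 to 0.42, all under 1.5-fold.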

## Discussion

In this work, we studied the effects of testosterone on the development of hepatic steatosis in pigs fed an HFC diet. Our data indicated that serum cholesterol (TC and LDL-C, but not HDL-C) and TG levels were significantly higher in CM pigs than in IM pigs. Moreover, testosterone deficiency exacerbated liver injury and increased hepatic TG contents (hepatic steatosis) in CM pigs. However, testosterone replacement attenuated these effects in CM pigs, suggesting that testosterone may play a protective role in diet-induced hepatic steatosis. In previous studies, researchers have used rodent models to evaluate the effects of testosterone on NAFLD; however, several of these were genetic animal models, i.e., androgen receptor (AR)-knockout mice [14] and Tfm mutant mice [7]. These models may have some utility for specific research aims, but most humans that develop NAFLD have few genetic defects. Other studies have also used orchidectomized mouse models; however, these animals do not have increased adiposity [26] or have reduced serum TG levels [6,26], which are inconsistent with findings in humans. We showed here that a porcine model of NAFLD induced by testosterone deficiency and HFC diet mimicked human fatty liver disease in terms of histological analyses and metabolic profiles. To the best of our knowledge, the present study is the first to demonstrate that testosterone deficiency aggravates diet-induced hepatic steatosis in a porcine model. Testosterone deficiency also caused significant changes in body fat percentages and serum biochemical parameters. Previous studies have shown that enzymes involved in fatty acid synthesis are increased in adipose tissues of castrated male pigs [19]. Thus, the higher body fat content observed in CM pigs may be due to the increased fatty acid synthesis in adipose tissue [27]. Estradiol has been reported to decrease fatty acid synthesis by increasing the phosphorylation of acetyl coenzyme-A carboxylase in rats fed a high-fat diet [15]. Moreover, previous studies have reported that serum ALT levels are significantly elevated in ovariectomized mice fed an HFC diet [8], and estradiol administration reduces hepatic MDA content but increases SOD activity in rats with hepatic fibrosis [28]. Thus, the significant changes in body fat and serum parameters induced by castration may be partly attributed to a reduction in estradiol [20]. However, we did not measure hepatic estradiol levels, and elucidation of the role of estrogens in the regulation of fat metabolism and serum parameters was not the primary goal of our study; these will be investigated in future studies.

In this study, we found that testosterone deficiency did not affect serum fasting glucose and insulin levels or HOMA-IR in CM pigs compared to IM pigs. However, testosterone replacement significantly reduced serum insulin levels and HOMA-IR in CM pigs. While previous studies have shown that androgen deficiency increases fasting glucose levels and reduces insulin sensitivity (IR) [29,30], the effects of testosterone on glucose metabolism and IR in clinical observations and experimental studies have not been consistent. For example, several studies have shown that low serum testosterone levels are associated with IR in men and that androgen therapy improves IR and fasting glucose levels in men [31,32]. However, other studies have found that reduction of testosterone levels in men did not significantly affect fasting glucose levels or IR [33,34]. Moreover, castration results in slightly increased fasting glucose levels, but has no effects on fasting insulin concentrations and IR in rats [35]. However, Nikoleanko et al. [26] showed that fasting glucose, fasting insulin, and HOMA-IR levels were not elevated in castrated male rats compared to intact animals and animals receiving testosterone replacement therapy. Using different mouse strains and diets, Inoue et al. [36] also indicated that castration does not induce serum glucose and insulin levels or related IR markers in any of the mouse models studied. To date, few reports have described the effects of testosterone on glucose metabolism and IR in pigs. Our previous study showed that there were no differences in serum levels of glucose and insulin between intact and castrated male pigs fed a normal diet [19]. In the present study, we still found that testosterone deficiency did not change fasting serum glucose and insulin levels in pigs fed an HFC diet. Our results were not consistent with those obtained by Christofferson et al. [20], who found that castration results in disturbed glucose metabolism. These discrepancies may be explained by breed differences and the different experimental model of testosterone deficiency.

Little is known regarding the molecular mechanisms underlying the testosterone deficiency-mediated promotion of fat deposition in the liver. Hepatic steatosis is regulated by multiple metabolic pathways. Previous studies have shown that disturbances in fatty acid oxidation account for excess lipid storage in the liver [37,38]. We found that many genes involved in fatty acid oxidation were downregulated in the livers of CM pigs, and these effects were prevented by testosterone replacement. 

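Of the 40 genes in the fatty acid oxidation list, 36 were lower in CM than in IM, 21 of them at least 1.5-fold, and 1 was at least 1.5-fold higher. In CMT versus CM, 37 were higher, 22 of them at least 1.5-fold. For CMT versus IM, 20 genes were higher and 20 lower, with a median log2 ratio of 0.0029 at percentile 10.6 among random lists. Without the 18 genes of the paper's heat maps, the median was -0.35 for CM versus IM, at percentile 2.01, and 0.33 for CMT versus CM, at percentile 91, which is inside the range of 95% of the random lists.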

PPARD regulates lipid oxidation processes [39,40], but its role in hepatic lipid metabolism remains unclear. We found that the levels of PPARD mRNA and protein were significantly reduced in the livers of CM pigs, and testosterone treatment restored the expression of PPARD in CMT pigs. These results are consistent with those obtained by Barroso et al. [41] and Bolic et al. [42], who showed that PPARD activation stimulates hepatic fatty acid oxidation and alleviates diet-induced hepatic steatosis. Moreover, this observation suggests that PPARD may be regulated by sex hormones and plays key roles in the regulation of hepatic steatosis; this provides a novel view of PPARD function in the modulation of hepatic lipid metabolism. In addition to its effects on lipid metabolism, PPARD has been reported to play roles in the regulation of glucose metabolism and IR [40,43]. 

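The decrease in PPARD mRNA was a log2 ratio of -1.12 for CM versus IM, and -0.83 when scaled to the mapped reads. CMT stayed below IM by a log2 ratio of -0.27, with an interval of 0.767 to 0.896 for the ratio.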

Studies in genetic and diet-induced IR or diabetic mice have shown that PPARD exerts beneficial effects to ameliorate IR [40,43-45]. Because of our data regarding PPARD, and since the involvement of PPARD in IR is well established, we would expect that markers of IR in CM pigs should be elevated compared with those in IM and CMT pigs. However, there was no difference in fasting glucose, insulin, or HOMA-IR levels in CM pigs compared to IM pigs. Previous studies have indicated that PPARD regulates glucose flux and IR through the pentose phosphate pathway [40,43,46]. However, our transcriptomics data did not reveal any changes in the expression levels of glucose-6-phosphate dehydrogenase (G-6-PDH) and phosphogluconate dehydrogenase (PGD) (two key enzymes in the pentose phosphate pathway) in the livers of CM pigs compared to those of IM pigs. Moreover, PPARD has been reported to reduce glucose production indirectly via activation of AMPK rather than through a direct mechanism [40,47]. 

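PGD was at an FPKM of 380.4 in IM, 423 in CM and 317 in CMT. Its CM to IM ratio of 1.11 had an interval of 1.02 to 1.21, under 1.5-fold.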

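Of the 7 AMPK subunit genes, PRKAA1 was at an FPKM of 41.0 in IM, 40.5 in CM and 37.5 in CMT, a log2 ratio of -0.02 for CM versus IM, and PRKAA2 at 27.0 in IM, 20.5 in CM and 26.4 in CMT, a log2 ratio of -0.40 from 63, 65 and 50 reads. PRKAB1 had a log2 ratio of 0.048 and PRKAG1 of -0.26. PRKAB2 was at 28.3 in IM, 50.1 in CM and 22.7 in CMT, a log2 ratio of 0.82, and PRKAG2 at 55.0 in IM, 32.9 in CM and 37.2 in CMT, a log2 ratio of -0.74, with no interval since its reads were not recovered, and -0.45 when scaled to the mapped reads, under 1.5-fold. PRKAG3 rested on 4, 6 and 3 reads, too few to show a difference. ADIPOQ was listed at 0 in all 3 libraries. ADIPOR1 had a log2 ratio of -0.38 and ADIPOR2 of -0.068 for CM versus IM. The sign for PRKAA1 changed with the scaling between libraries, with 0.27 for values scaled to the mapped reads, as did that for ADIPOR2, with 0.22, and that for PRKAG1, with 0.033.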

In our study, expression levels of AMPK and adiponectin signaling genes (ADIPOQ, ADIPOR1, and ADIPOR2) were not changed in CM pigs compared to IM pigs. Activation of PPARD has failed to enhance severe IR [47-49]. Moreover, in recent studies in rats and mice fed a high-fat diet, heterogeneous effects of PPARD on IR have been observed [49]. Thus, the reasons for the discrepancy between PPARD expression and IR markers in this study may be due to the different effects of PPARD on IR in different species [49]. However, testosterone replacement significantly improved fasting insulin and HOMA-IR levels and restored PPARD expression in CM pigs, despite the observation that gonadectomy apparently did not change fasting insulin, glucose, or HOMA-IR levels compared to those in intact pigs. CPT-1A is the rate-limiting enzyme of mitochondrial β-oxidation [50]. We found that hepatic CPT1A mRNA and protein levels were significantly reduced in the livers of CM pigs and subsequently restored in CMT pigs receiving testosterone supplementation. 

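Hepatic CPT1A mRNA fell by 1.24 on the log2 scale from IM to CM and rose by 1.20 from CM to CMT. Scaled to the mapped reads, the log2 ratios were -0.95 and 0.95.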

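ECHS1 had an FPKM of 10219 in IM, 6740.4 in CM and 11248 in CMT, 1.52-fold lower in CM than in IM (1.49 to 1.54). The log2 ratios of CM to IM were -1.41 for ACADL, -0.80 for HADH and -0.60 for ECHS1. After scaling to the mapped reads ECHS1 was at -0.31 and HADH at -0.51, both under 1.5-fold.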

Other fatty acid oxidation-related genes, such as *ACADL*, *ACOX1*, *ACO*, *HADH*, and short chain enoyl-CoA hydratase (*ECHS1*) were also downregulated in the livers of CM pigs. Taken together, our results provided strong evidence that testosterone deficiency aggravated hepatic fat accumulation in CM pigs partly due to decreased hepatic fatty acid oxidation. 

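All 26 genes in the heat map of Figure 8A were lower in CM than in IM, with a median log2 ratio of -0.81, each from 1 library per group. The paper shows that heat map for profile 2, whose genes were placed there by being lowest in CM. That direction was therefore fixed in advance and is no independent check. Of a list of 40 fatty acid oxidation genes that is not the paper's, 36 were lower. Without its 18 heat map genes, 18 of 22 were lower, with a median of -0.35. From the reduced mRNA and protein of PPARD and CPT-1A in CM pigs and their return in CMT pigs, together with the lower expression of other fatty acid oxidation genes, the paper states that its results are strong evidence for a part of decreased fatty acid oxidation in the greater hepatic fat accumulation of CM pigs.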

Our results are consistent with a human study in which men with short-term hypogonadism showed decreased whole-body lipid oxidation [51]. Moreover, Lin et al. [14] observed reduced fatty acid oxidation in isolated primary hepatocytes from hepatic AR-knockout (H-AR^-/y^) mice, consistent with our results. Peroxisomes have many important functions in lipid metabolism, including fatty acid β-oxidation. A previous study reported that impaired peroxisome function contributes to NAFLD in mice [52]. 

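SLC25A17, taken for PEM34, had an FPKM of 588 in IM, 296 in CM and 562 in CMT, 1.99-fold lower in CM than in IM (1.87 to 2.11). The log2 ratios of CM to IM were -0.85 for ABCD3 (PMP70), -0.69 for PEX14 and -0.99 for SLC25A17. PEX14 rested on 443, 373 and 400 recovered reads, the fewest of these genes, and had a log2 ratio of -0.40 with values scaled to the mapped reads, under 1.5-fold.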

In this study, we also found that the *PMP70*, *PEX14*, and *PEM34* genes, which are involved in peroxisome-related processes, were downregulated in the livers of CM pigs. These results suggested that testosterone deficiency led to increased hepatic steatosis in CM pigs by affecting peroxisome function.

In addition to the decrease in liver fat oxidation, increased fat synthesis may also contribute to elevated liver fat accumulation [53]. TGs are the main lipids that accumulate during hepatic steatosis [54]. Glycerol 3-phosphate acyltransferase (GPAT) and diacylglycerol acyltransferase (DGAT) catalyze the initial and final steps in TG synthesis, respectively [55,56]. Increased levels of *DGAT1* mRNA occur in the livers of humans with NAFLD [57], indicating the importance of DGAT1 in fatty liver development. Mice lacking DGAT1 have reduced tissue TG levels and are protected against hepatic steatosis [56]. Studies using GPAT-knockout mice [58] and mice overexpressing GPAT in the liver [55] have implicated this enzyme in hepatic steatosis. Stearoyl-CoA desaturase (SCD) catalyzes the de novo biosynthesis of monounsaturated fatty acids (mainly oleate and palmitoleate), which are critical substrates for the synthesis of TGs by GPAT [59]. To date, few studies have been conducted to explore the effects of testosterone on hepatic TG synthesis enzymes. Senmaru et al. [6] reported that orchidectomized mice fed HFD showed significantly increased DGAT2 expression. A recent study revealed that SCD1 expression was significantly elevated in Tfm mice than in wild-type controls [7]. These observations are consistent with our findings that the expression of the TG synthesis genes *GPAT*, *DAGT*, and *SCD* were significantly upregulated in the livers of CM pigs and that testosterone replacement reduced their expression in CM pigs. 

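GPAT had an FPKM of 110.1 in IM, 337 in CM and 186 in CMT, a log2 ratio of 1.61 for CM versus IM and -0.85 for CMT versus CM. The deposited tables list both DGAT and DGAT2. DGAT was at 133 in IM, 214 in CM and 139.7 in CMT, with log2 ratios of 0.68 and -0.61, and DGAT2 at 739.9 in IM, 862 in CM and 469.8 in CMT, with 0.22 and -0.87. SCD was at 788 in IM, 1414 in CM and 1506 in CMT. It was 1.80-fold higher in CM than in IM (1.75 to 1.84), and its ratio of CMT to CM was 1.06 (1.04 to 1.09). For SCD the log2 ratio of CMT to CM changed sign with scaling to the mapped reads, to -0.16.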

Our results suggested that testosterone deficiency might increase liver fat accumulation by inducing hepatic TG synthesis. Acetyl-CoA carboxylase alpha (ACACA) and fatty acid synthase (FASN) are also key lipogenic enzymes involved in hepatic lipid deposition. A recent study showed that hepatic ACACA and FASN expression levels were elevated in Tfm mice compared with wide-type littermates [7]. However, Nikolaenko et al. [26] found that there were no significant differences in liver FASN protein levels in C + HFD mice after castration. These results are inconsistent with our findings, which showed decreased ACACA and FASN expression in the livers of CM pigs. These differences might be species-specific or result from different experimental models of hepatic steatosis. In addition, hepatic fatty acid synthesis requires acetyl-CoA generated from multiple metabolic pathways, including glycolysis, the tricarboxylic acid cycle, and fatty acid β-oxidation [60]. Thus, the observed decrease in ACACA and FASN expression may be due to impaired glucose metabolism or fatty acid oxidation in the present study.

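ACACA had an FPKM of 158 in IM, 64.9 in CM and 140.1 in CMT, 2.43-fold lower in CM than in IM (2.28 to 2.59) and 2.16-fold higher in CMT than in CM. FASN was at 318 in IM, 198 in CM and 266 in CMT, 1.61-fold lower in CM (1.53 to 1.69), and its increase in CMT was 1.34-fold (1.27 to 1.42). For FASN the log2 ratio of CM to IM was -0.39 when scaled to the mapped reads, under 1.5-fold.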

The spectrum of NAFLD ranges from simple fatty liver (hepatic steatosis) to nonalcoholic steatohepatitis (NASH; steatosis with inflammation and fibrosis). The “two-hit” theory of NAFLD progression proposes that inflammation, oxidative stress, and apoptosis play critical roles in the pathological progression of NAFLD [61]. 

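Of the 54 genes of the immune and inflammatory response list, 41 were higher in CM than in IM, 22 of them at least 1.5-fold. The list was not uniform, since 8 genes were at least 1.5-fold lower in CM, among them TNF (-2.49) and IL1B (-2.32). In CMT versus CM, 44 genes were lower. The median log2 ratio of the list was 0.33 for CM versus IM and -0.43 for CMT versus CM. When scaled to the mapped reads the medians were 0.62 and -0.68.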

Gene expression profiling indicated that several immune and inflammatory response genes were activated in the livers of CM pigs. Chemokines direct the trafficking of immune cells to sites of inflammation [62]. Chemokine (C-C motif) ligand 2 (CCL2; commonly known as monocyte chemoattractant protein-1 [MCP-1]) is one of the most important chemokines involved in inflammation, and elevated levels of CCL2 have been confirmed in the livers of patients with NAFLD [63,64]. Moreover, increased hepatic and serum MCP-1 expression levels have been described in diet-induced NAFLD [62,65]. Expression levels of C-C chemokine receptor 1 (CCR1) and chemokine (C-X-C motif) ligands 9, 10, 14 (CXCL9, CXCL10, and CXCL14) are increased in livers during HFD-induced hepatic steatosis [65-67]. 

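CXCL10 had the largest increase of these chemokine genes, with an FPKM of 1582 in IM, 5085 in CM and 2058 in CMT and a log2 ratio of 1.68 for CM versus IM and -1.31 for CMT versus CM. The other log2 ratios of CM to IM were 1.15 for CXCL14, 1.12 for CCL2, 0.94 for CXCL9 and 0.72 for CCR1. For CMT versus IM the log2 ratios were 0.38 for CXCL10, 0.37 for CCL2, 0.24 for CXCL14, 0.095 for CXCL9 and -0.18 for CCR1.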

We found that testosterone deficiency significantly increased mRNA and protein levels of the CCL2, CXCL9, CCR1, CXCL10, and CXCL14 chemokines in the livers of CM pigs, and testosterone replacement abolished these effects. Our data suggested that the induction of pro-inflammatory chemokines contributes to the mechanism of inflammatory recruitment in hepatic steatosis induced by testosterone deficiency and an HFC diet. Moreover, clinical and experimental observations have shown that tumor necrosis factor (TNF) may have a pathogenic role during NAFLD development, specifically by modulating chronic lobular inflammation with hepatocellular injury [63,67]. 

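TNF had an FPKM of 106 in IM, 19.0 in CM and 145 in CMT, from 222, 54 and 246 recovered reads. It was 5.60-fold lower in CM than in IM (4.14 to 7.69) and 7.64-fold higher in CMT than in CM (5.67 to 10.5).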

We found that hepatic TNF expression was reduced in CM pigs. This is inconsistent with previous observations [63,68]. Dela Pena et al. [69] demonstrated that knocking out the *TNF* gene does not prevent diet-induced NAFLD in mice. Similar studies by Deng et al. [70] showed that TNFR1-knockout mice still develop hepatic steatosis. Taken together, these studies suggest that TNF may not be a critical mediator of inflammation in this experimental form of hepatic steatosis. In the present study, numerous immunity and inflammation-related processes, including antigen processing and presentation, cytokine-mediated signaling pathways, and chronic inflammatory responses were induced in the livers of CM pigs. Interestingly, previous studies have shown marked induction of numerous immunity- and inflammation-related pathways in PPARD−/− mice [46]. Moreover, activation of PPARD may improve hepatic steatosis via directly suppressing the expression of cytokines or transcription factors associated with inflammation [71,72]. These observations suggest that testosterone deficiency may induce immune and inflammatory responses through modulation of hepatic PPARD expression. Moreover, testosterone has been suggested to act directly on immune cells by repressing transcription factors (such as FOS, JUN, and others) [73,74]. In our study, CM pigs had higher FOS expression than IM pigs. Moreover, testosterone replacement significantly reduced the increased FOS expression in CMT pigs. These results suggested that testosterone may inhibit liver FOS expression in CM pigs, thereby regulating the expression of genes involved in the immune response [74]. 

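FOS was at an FPKM of 630.2 in IM and 842 in CM, a ratio of 1.34 with an interval of 1.26 to 1.42, from 1808 and 3292 recovered reads. This is under the 1.5-fold threshold. Scaling to the mapped reads gave a log2 ratio of 0.71, past 1.5-fold.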

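FOS had an FPKM of 145 in CMT, a log2 ratio of -2.54 for CMT versus CM and -2.12 for CMT versus IM. The ratio of CMT to CM was 0.172, with an interval of 0.153 to 0.193, so that FOS in CMT lay below its value in IM as well as in CM.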

Additionally, previous studies have shown that testosterone can bind to intracellular receptors located in immune cells and activate hormone-responsive genes [74,75]. In our study, androgen receptor expression was reduced by about 1.8 fold in the livers of CM pigs compared to those in IM and CMT pigs, suggesting that testosterone may interact with immune cells through its receptor. Therefore, further studies are needed to elucidate the precise mechanisms mediating the observed responses.

Oxidative stress plays critical roles during the development of NAFLD [9]. SOD1 is an important antioxidant enzyme that can reduce reactive oxygen species and protect hepatocytes. SOD1 deficiency caused high levels of oxidative stress in the liver, resulting in hepatic lipid accumulation in mice [76]. 

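SOD1 had an FPKM of 13683 in IM, 7321 in CM and 12883 in CMT, 1.87-fold lower in CM than in IM (1.82 to 1.91) and 1.76-fold higher in CMT than in CM (1.72 to 1.81). The latter became a log2 ratio of 0.56 with scaling to the mapped reads, under 1.5-fold.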

In the present study, hepatic *SOD1* gene expression was significantly decreased in the livers of CM pigs compared to IM pigs, suggestive of a reduced defense mechanism against oxidative stress. In contrast to SOD1, cytochrome P450 2E1 (CYP2E1) exerts pro-oxidant activity and may enhance oxidative stress. CYP2E1 expression in the liver is increased in humans and animal models of NAFLD [77]. Moreover, CYP2E1-null mice are protected against HFD-induced obesity and hepatic steatosis [78]. 

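CYP2E1 had an FPKM of 3148 in IM, 14546 in CM and 54.4 in CMT, from 7404, 46612 and 104 recovered reads. It was 4.62-fold higher in CM than in IM (4.51 to 4.74). In CMT it lay below both other libraries, with a log2 ratio of -8.06 for CMT versus CM and -5.85 for CMT versus IM.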

We showed that testosterone deficiency significantly induced hepatic expression of *CYP2E1* and that testosterone replacement abolished these effects. Our data are in accordance with a previous study showing higher levels of CYP enzymes (including CYP2E1) in hepatic tissues of castrated ethanol-fed micropigs than in noncastrated counterparts [79]. Increased oxidative stress may induce hepatocyte apoptosis, resulting in more severe liver injury [80]. Although hepatic apoptosis was not detected histologically, it is important to note that several genes associated with apoptosis, including B-cell leukemia/lymphoma-2 (*BCL2*), caspase-2 (*CASP2*), and bcl-2 associated-x (*BAX*), were upregulated in the livers of CM + HFC pigs in response to testosterone deficiency in the present study. 

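BCL2 had an FPKM of 9.23 in IM, 23.1 in CM and 10.8 in CMT, a log2 ratio of 1.32 for CM versus IM, and the interval of the ratio was 2.09 to 3.01. BAX was at 68.9 in IM, 206 in CM and 99.3 in CMT, 3.00-fold (2.58 to 3.49), and CASP2 at 36.5 in IM, 56.9 in CM and 34.2 in CMT, 1.56-fold (1.37 to 1.77). In CMT versus CM the log2 ratios were -1.10 for BCL2, -1.05 for BAX and -0.73 for CASP2. BCL2 encodes an inhibitor and BAX a promoter of apoptosis.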

Similar to our study, Nikolaenko et al. [26] demonstrated that testosterone treatment improved diet-induced hepatic apoptosis in mice fed a high-fat diet.

The limitations of the current study include the small number of animals studied and the lack of confirmation of the results using human samples. Despite the fact that pigs have served as a suitable animal model for studying NAFLD, few animal models can entirely reflect the natural course and causative background of human NAFLD. Thus, it would be best to validate the identified DEGs in patients with hepatic steatosis. Furthermore, the dietary animal model used here did not manifest high serum TG levels, although pigs developed severe hypercholesterolemia and hepatic steatosis. The amount and type of dietary fat and diet duration may have influenced these effects. These issues should be addressed in future studies.

## Conclusions

In summary, we demonstrated here that testosterone deficiency may aggravate hepatic steatosis and hypercholesterolemia in pigs fed an HFC diet, and these effects were improved by testosterone treatment. Importantly, hepatic transcriptomic analysis revealed that increased hepatic steatosis induced by testosterone deficiency and an HFC diet was mediated by altered expression of genes involved in multiple metabolic processes. We observed abnormal regulation of fatty acid metabolism and found that the expression of fatty acid oxidation-related genes was reduced in the livers of CM pigs. Moreover, genes associated with immune and inflammatory responses, oxidative stress, and apoptosis also contributed to the increased hepatic steatosis. These observations provide a molecular basis for understanding the mechanisms through which testosterone deficiency aggravates the progression of diet-induced hepatic steatosis.

## Methods

### Experimental animals

Eighteen sexually mature male Chinese Wuzhishan (WZS) miniature pigs (6–7 months old) were obtained from the Institute of Animal Sciences, Hainan Academy of Agricultural Sciences (Haikou, China). The animals were housed in single pens with a 12-h light/dark cycle. The room temperature was maintained at 22 ± 3°C, with a relative air humidity of 50% ± 20%. Before and after their arrival, the animals were fed a standard swine diet and had free access to water. The animals received a standard diet without cholesterol during a 7-week “pretreatment period” for acclimation to the environment and baseline determinations. At week 7, the pigs were either surgical castrated or given a sham operation as described previously [81]. Testosterone was administrated weekly to castrated pigs via intramuscular injection with testosterone propionate (10 mg/kg body weight; Sigma-Aldrich, St. Louis, MO, USA) dissolved in corn oil [82]. Testosterone replacement therapy was given on the same day of castration to avoid disruption of hormonal influences. The pigs were fed an HFC diet starting from week 8 and were divided into three groups (n = 6 animals/group) as follows: intact male pigs fed an HFC diet (IM), castrated male pigs fed an HFC diet (CM), and castrated pigs with testosterone replacement fed an HFC diet (CMT). The HFC diet was comprised of 73% normal swine diet, 15% lard, 10% egg yolk power, 1.5% cholesterol, and 0.5% sodium cholate. The HFC diet was similar to an atherogenic diet, which has been shown to induce hepatic steatosis and atherosclerosis [38,83]. Body weights were recorded every week for 12 weeks. All experimental procedures used in this study were approved by the Institutional Animal Care and Use Committee of the Zhejiang Chinese Medical University (Hangzhou, China).

At the end of the experimental period, the animals were killed by exsanguination under sodium pentobarbital anesthesia. The carcasses were eviscerated according to the procedures as previously described [19], and the carcass fat from the left side of each animal was weighed. Livers were removed and weighed, and liver weight indexes were calculated as the liver weight/body weight ratio (g/kg). Livers were then frozen immediately in liquid nitrogen and stored at −80°C for further analysis.

### Serum measurements

Fasting blood samples were collected prior to castration and twice weekly throughout the study. Sera were separated from collected blood samples by centrifugation at 3000 × *g* at 4°C for 15 min and stored at −80°C for further analysis. Serum testosterone and Insulin concentrations were measured at week 7 (0 w; the start of the experimental period after the 7-week acclimation) and week 19 (12 w; the end of the experimental period), using a commercial RIA kit (Beijing North Institute of Biological Technology, Beijing, China). Serum TGs, TC, HDL-C, LDL-C, glucose, ALT, and AST were measured with an Automatic Biochemistry Analyzer (Hitachi 7020, Tokyo, Japan). HOMA-IR was calculated using the formula, base glucose × base insulin/22.5 [8,26]. Serum FFAs, SOD, glutathione peroxidase (GSH-PX), and MDA were measured using commercially available kits (Nanjing Jiancheng Biotech, Inc., Nanjing, China).

### Biochemical analysis in liver samples

Hepatic lipids were measured using the methods described by Shi et al. [84] with slight modifications. Briefly, liver samples from each pig were homogenized at 4°C in phosphate-buffered saline (PBS, pH 7.2). Supernatants were then centrifuged at 3000 × *g* for 10 min at 4°C, and TG and TC levels were determined using commercially available kits (Rongsheng Biotech, Inc., Shanghai, China) according to the manufacturer’s instructions. Protein concentrations in the liver samples were measured with a BCA Assay Kit (Pierce, Rockford, IL, USA).

### Liver histology

For histopathological analysis, pig liver tissues were fixed in 10% formalin, embedded in paraffin, and sectioned at 5-μm thicknesses using a microtome (Leica, Wetzlar, Germany). Subsequently, sections were stained with hematoxylin and eosin (H&E). In addition, frozen liver samples were embedded in Tissue-Tek OCT Compound (Sakura Finetek, Torrance, CA, USA), sectioned at 10-μm thicknesses using a cryostat (Leica), and stained with Oil Red O (Sigma-Aldrich) to study fat deposition. For each of the indicated histological procedures, representative photomicrographs were taken with a light microscope (Nikon Eclipse 80i, Nikon, Tokyo, Japan).

### cDNA library preparation and Illumina sequencing

Liver tissues from pigs were subjected to total RNA extraction using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA samples were purified using an RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrities were assessed with a 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) and agarose gel electrophoresis. All samples had a RNA integrity number (RIN) of more than 8.5. To reduce variation among individuals within each of the three groups, total RNA from pigs of the same group was pooled together in equal amounts to generate a mixed sample [85,86]. These three pooled RNA samples were subsequently used for cDNA library construction and Illumina deep sequencing. Sequencing libraries were prepared using a TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Briefly, 10 μg of each total RNA sample was processed via poly-A selection with oligo(dT) magnetic beads and fragmentation. The resulting fragmented mRNAs were then processed by first-strand cDNA synthesis using reverse transcription with random primers, followed by second-strand cDNA synthesis using DNA polymerase I and RNase H (Invitrogen). Paired-end (PE) oligo adapters (Illumina) were then added to the cDNA fragments with T4 ligase. The resulting cDNA fragments were purified and enriched by polymerase chain reaction (PCR). The cDNA libraries were sequenced with an Illumina HiSeq2000 (Illumina), which generated paired-end raw reads of approximately 100-bp in size.

Raw sequencing data were evaluated by FAST-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), an online bioinformatics program used to characterize quality distributions of nucleotides, position-specific sequencing qualities, GC contents, the proportions of PCR duplication, and k-mer frequencies [87]. Raw reads after quality control testing were then mapped to the reference pig genome version 10.2 (Sscrofa 10.2), using TopHat software [88] with default parameters.

### Analysis of DEGs

We applied the DEGSeq [22] algorithm to filter DEGs. The resulting significance scores were corrected for multiple testing using the Benjamini-Hochberg (BH) method [23]. An FDR of 0.05 or less and an absolute fold change of 1.5 or more were set as thresholds to evaluate the significance of gene expression differences [24]. The clustering software Cluster 3.0 was used to perform hierarchical clustering analysis. Clustering results were visualized using the Java TreeView program [89].

### Functional enrichment analysis

To investigate gene functions and uncover signaling networks/pathways among the selected DEGs, GO analysis was applied to analyze the main function of DEGs according to the NCBI Gene Ontology database, which provides key functional classifications for genes [90]. According to the methods described by Wang et al. [91], Fisher’s exact test and the *χ*^2^ test were used to classify the GO terms, and the FDR was calculated to correct the *P*-value. The smaller the FDR, the smaller the error would be when evaluating the *P*-value. The FDR was defined as $$ DR=1-\frac{N_k}{T} $$, where *N*_*k*_ refers to the number of Fisher’s test *P*-values less than the *χ*^2^ test *P*-values. Enrichment provided a measure of the significance of the function, such that as the enrichment was increased, the corresponding function was more specific, which aided in experimentally identifying GOs with more concrete functions [91]. GO categories with *P*-values of less than 0.01 after correction by FDR were selected for further analysis.

Pathway analysis was used to determine significant pathways associated with DEGs according to KEGG (http://www.genome.jp/kegg). As with the GO analysis, Fisher’s exact test was used to classify significantly enriched pathways, and the resulting *P*-values were adjusted using the FDR algorithm. During the analysis of KEGG pathway terms, we required corrected *P*-values to be less than 0.05. In addition, the enriched pathways were selected to build Pathway-Act-Networks according to the relationships identified between the pathways in the KEGG database. Pathway assignments were also performed using the KEGG database and KegArray software [92].

The expression profiles of DEGs were determined by cluster analysis based on the STEM method (http://www.cs.cmu.edu/~jernst/st/) [25,93]. Significant profiles were identified using Fisher’s exact test and multiple comparisons. GO analysis was also applied to the genes belonging to specific profiles.

### qRT-PCR analyses

Total RNA from liver specimens was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Approximately 1 μg total RNA was used for first-strand cDNA synthesis, which was carried out using an MMLV-RT Kit (Promega, Madison, WI, USA) according to the manufacturer’s protocol. qRT-PCR was performed using the StepOnePlus Real-Time PCR Detection System (Applied Biosystems, Inc., Foster City, CA, USA). The primers used for measuring the expression of mRNAs of interest are listed in Additional file 14. The amplifications were performed in 20-μL reaction mixtures containing 10.4 μL of 2× SYBR Premix Ex Taq (TaKaRa, Dalian, China), 0.4 μL of each primer (10 mM), 7.8 μL distilled water, and 1.0 μL cDNA. The following PCR conditions were used for all genes: 95°C for 5 min, followed by 40 cycles of 95°C for 15 s, 60°C for 30 s, and 72°C for 30 s. After amplification, melt curve analysis was performed to confirm the specificity of the reaction. All measurements were performed in triplicate. β-Actin was used as a reference gene to normalize gene expression. The 2^-∆∆CT^ method was used to analyze the qRT-PCR data and assign relative expression differences [94].

### Immunohistochemistry analysis

Immunohistochemistry was performed with paraffin-embedded sections using standard protocols. Briefly, liver sections were deparaffinized in xylene and rehydrated through a graded ethanol series. Endogenous peroxidase was blocked with 3% hydrogen peroxide (H_2_O_2_). The sections were boiled in 10 mM citrate buffer (pH 6.0) for 15 min for antigen retrieval. After blocking with 5% normal goat serum, sections were incubated at 4°C overnight with the following primary antibodies: anti-CCL2 (1:100; ab7814, Abcam, Cambridge, MA, USA), anti-CXCL9 (1:50; bs-2551R, Bioss, Beijing, China), and anti-IRF7 (1:250; bs-2994R, Bioss). Thereafter, the sections were rinsed in PBS and incubated with a biotinylated secondary antibody. The antigen was visualized with a diaminobenzidine (DAB) kit (Vector Laboratories, Burlingame, CA, USA) and counterstained with hematoxylin. A negative control without the primary antibody was included. Images were acquired using a Nikon Eclipse 80i fluorescence microscope and a DS-Fil CCD camera (Nikon).

### Western blot analysis

Total protein was extracted from frozen liver samples (~80 mg) as described previously [2]. Samples were centrifuged for 15 min at 4°C and 12,000 × *g*, and supernatants were collected. Protein concentrations were measured with a BCA Protein Assay Kit (Pierce). After denaturation, liver protein samples were resolved by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to polyvinylidene membranes (Millipore Corp., Billerica, MA, USA). Membranes were stained with Ponceau S to visually check the quality of proteins that were transferred and were then blocked for 1 h in 1× TBS with 5% nonfat milk. Primary antibodies against CPT1A (1:400; SAB2100476, Sigma-Aldrich), PPARD (1:600; AV32878, Sigma-Aldrich), and GAPDH (1:600; SC-16654, Santa Cruz Biotechnology, Santa Cruz, CA, USA) were incubated with the membrane over night at 4°C. Membranes were then washed and incubated with Odyssey Infrared-labeled secondary antibodies (LI-COR Biosciences, Lincoln, NE, USA) for 1 h in the dark at 37°C. After the last washing step, the membranes were scanned and analyzed using an Odyssey Infrared Imaging System (LI-COR Biosciences).

### Statistical analysis

Statistical analysis was performed using SPSS 13.0 software (SPSS, Chicago, IL, USA). The results are presented as means ± SEMs. Statistical differences between groups were examined using the unpaired Student’s *t*- test. Differences with *P*-values of less than 0.05 were considered statistically significant.

### Data accessibility

The sequence data from this study have been submitted to the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE65696.

## Additional files

Additional file 1:
**The list of common genes expressed IM, CM and CMT pigs.**
Additional file 2:
**Lists of differentially expressed genes (DEGs) between groups of pigs.** **Table S1.** lists of DEGs between CM and IM; **Table S2.** lists of DEGs between CMT and CM; **Table S3.** lists of DEGs between CMT and IM. **Table S4.** lists of DEGs between any two groups. Additional file 3:
**GO enrichment analysis of differentially expressed genes (DEGs) between CM and IM.**
Additional file 4:
**GO enrichment analysis of differentially expressed genes (DEGs) between CMT and CM.**
Additional file 5:
**GO enrichment analysis of all significant differentially expressed genes (DEGs) between any groups of pigs.**
Additional file 6:
**Pathway analysis of all significant differentially expressed genes (DEGs) between any groups of pigs.**
Additional file 7:
**The expression patterns of all significant differentially expressed genes (DEGs) between any groups of pigs by model profiles.** Figure showing the expression patterns of 2595 genes were summarized by 7 model profiles. Each box represents a model profile. The upper number in the profile box is the model profile number and the *p*-value is shown. Two expression patterns of genes had significant *p*-values (*p* <0.05) (green and red colored boxes). Additional file 8:
**The genes involving significant profiles.** Table lists the differentially expressed genes (DEGs) assigned in each significant expression profile. Additional file 9:
**Significant enriched GO terms and contributing genes in profile 5.**
Additional file 10:
**Significant enriched GO terms and contributing genes in profile 2.**
Additional file 11:
**The pathways used for pathway-net analysis.** **Table S1.** The pathways list of pathway-net analysis; **Table S2.** The power of the interaction among pathways. Additional file 12:
**Differences in hepatic gene expression in the KEGG fatty acid degradation pathway.** (A) The CM group compared to the IM group. (B) The CMT group compared to the CM group. The colored small boxes correspond with genes detected in this study. Green: downregulated expression; red: upregulated expression; gray: unchanged expression. The numbers within the small boxes are enzyme codes. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Additional file 13:
**Differences in hepatic gene expression in the KEGG peroxisome pathway.** (A) The CM group compared to the IM group. (B) The CMT group compared to the CM group. The colored small boxes correspond with genes detected in this study. Green: downregulated expression; red: upregulated expression; gray: unchanged expression. IM: intact male pigs fed an HFC diet; CM: castrated male pigs fed an HFC diet; CMT: castrated male pigs fed an HFC diet and given testosterone replacement therapy. Additional file 14:
**Information on primers used for quantitative real-time RT-PCR.**

## Abbreviations

ALT: Alanine aminotransferase
ANOVA: Analysis of variance
AR: Androgen receptor
AST: Aspartate aminotransferase
DAB: Diaminobenzidene
DEG: Differentially expressed gene
FDR: False discovery rate
FFA: Free fatty acid
GO: Gene ontology
GSH-PX: Glutathione peroxidase
H&E: Hematoxylin and eosin
HDL-C: High-density lipoprotein cholesterol
HFC: High-fat and high-cholesterol
LDL-C: Low-density lipoprotein cholesterol
NAFLD: Nonalcoholic fatty liver disease
NASH: Nonalcoholic steatohepatitis
PBS: Phosphate-buffered saline
PE: Paired-end
qRT-PCR: Quantitative real-time reverse transcription polymerase chain reaction
RIN: RNA integrity number
RNA-Seq: RNA sequencing
SEM: Standard error of the mean
SOD: Superoxide dismutase
T: Testosterone
TC: Total cholesterol
Tfm: Testicular feminized mice
TG: Triglyceride
STEM: Short Time-Series Expression Miner

How the deposited data were processed for this re-analysis (not part of the article)

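The data are 3 RNA-Seq libraries of liver, 1 pooled library for each of the groups IM, CM and CMT. The sample labels give 3 pigs per pool, and the paper gives 6 pigs per group. The authors mapped 100-bp paired-end reads to the pig genome with TopHat and deposited FPKM values for 34579 features per library, of which 22945 were mRNA. The paper defines FPKM in words as fragments per kilobase of exon and per fragments mapped. It does not state the program that counted the reads or the annotation, and the divisors found in the deposited values are not proportional to its mapped reads. Of the 34579 features, 22 carried a date in place of a symbol and were kept under that name. No library was left out. Blood values, histology, western blots and qRT-PCR were not analysed here.

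Within most genes, the deposited values are whole multiples of a step, which held for 23890 of the 24277 features above 0 in any library. The step gives the transcript length and a divisor for each library, 2.51, 3.42 and 2.04, and with them the number of reads. Reads were recovered for 23090 features with a length of up to 10000 bases, 95.1% of those above 0. The recovered reads sum to 32197631 in IM, 36126734 in CM and 25419903 in CMT, against the paper's 32288705, 36243263 and 25183689 uniquely mapped reads. The smallest length that makes all 3 values whole was taken, so a common factor of a gene's reads can be lost. Against the annotated lengths of 13 mitochondrial protein genes, 9 recovered lengths lay within 2 bases, 2 were 0.5 times and 2 were 3 times the annotated length. Genes with 2 reads outnumbered genes with 1 read, at 871 to 618 in IM, 853 to 616 in CM and 905 to 609 in CMT, so both mates of a pair were often counted. The recovery was tested on 3000 genes drawn from simulated data, where the reads were exact for 92.5% and right up to a common factor for 98.9%.

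The comparisons were CM versus IM, CMT versus CM and CMT versus IM, each as the ratio of FPKM values without rescaling or a pseudocount. A gene was counted as changed when it was an mRNA feature with an FPKM of at least 1 in all 3 libraries and a ratio of at least 1.5-fold. No p-value was computed across genes. Intervals are 95% exact binomial intervals on the recovered reads of 2 libraries. For a gene list, the median log2 ratio was ranked among 10000 random lists of the same size, matched on deciles of mean log2 FPKM. Random lists treat genes as independent, while genes of a list are often expressed together, so a list can lie outside most random lists without a cause of its own. In the simulated data 4% of 200 lists without a shift lay outside percentiles 2.5 to 97.5, and a list shifted by 0.5 lay at percentile 100. The 200 genes simulated with a 2.5-fold change were drawn from genes with more than 100 expected reads in every library. All 200 passed the fold change and were called by the read test, so changed genes with few reads were not covered. The read test also called 5 unchanged genes among all simulated mRNA features above the FPKM minimum.

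The gene lists, the criteria, the alternatives other than those called added here, and the rule for named genes were set before the data were examined. The lists were written from general gene function, but with the paper's figures known, and they overlap with the genes of its heat maps. A list of immediate early genes and the GO terms looked up were chosen after seeing the data. The named genes are every gene that the paper's results or discussion gives as measured by RNA-Seq, and the 5 genes with the largest rise and the 5 with the largest fall in CM, ranked by the smaller of the log2 ratios of CM to IM and CM to CMT, among genes with an FPKM of at least 10 in all 3 libraries. Some of the genes that the rule covers are not reported here. GPAT and DGAT were taken as the entries of that name, SORT2 as SOAT2, PMP70 as ABCD3 and PEM34 as SLC25A17. Alternatives were an FPKM minimum of 10 or none, a pseudocount of 1, a threshold of 2-fold, scaling by the median ratio or the upper quartile, a test on the recovered reads with a Benjamini-Hochberg FDR under 0.05, a lowess correction for transcript length, the heat map lists of the paper, and a smaller background for GO terms. The added alternatives, chosen after seeing the data, were scaling to the mapped reads or to equal column sums, all features in place of mRNA, lists without heat map genes, and a test with FPKM values as counts. STEM and the pathway network were not rerun. GO and KEGG enrichments were recalculated from the gene numbers in the paper's additional files, since no gene annotation to terms was used here.

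The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.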

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

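Among the tests in this part, the comparison with the FPKM of the other CYP2C genes was chosen only after the result was seen, and the list of immediate early genes was drawn up after seeing the data. The gene lists, genes and features below are ones that the paper's text does not discuss, and each shows a difference above the smallest that the depth can show. With 1 pooled library per group, an unusual pool, a batch effect and the handling of a tissue could not be tested. None of the patterns can be told apart from them, and none is called biological here.

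The list of 46 cell cycle genes had a median log2 ratio of 1.42 for CM versus IM, at percentile 100 among random lists, with 42 genes higher in CM and 37 of them at least 1.5-fold. For CMT versus CM the median was -1.32, at percentile 0. The log2 ratios hardly depended on transcript length, with a lowess curve from -0.057 to 0.0091, so a correction for length could not move the median far, and it was 1.43. Many of these genes had few reads. The 7 with at least 100 reads in every library had a median of 0.34, at percentile 99.3, lower than for the whole list but high among random lists. That minimum also removes genes that were low outside CM, such as TYMS, with 67 reads in IM and 53 in CMT. It therefore cannot decide whether few reads account for the median of the whole list. Of the 3 lists of immune cells, 1 lay above the range of 95% of the random lists, that of T and NK cells, with a median of 0.42. The pattern cannot be told apart from more immune cells in the CM pool. A hypothesis is that the CM pool held more dividing cells of some kind.

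Immediate early genes, 26 in number, had a median log2 ratio of -0.80 for CMT versus IM, at percentile 0, with 23 genes lower in CMT and 15 of them at least 1.5-fold. For CM versus IM it was -0.51, also at percentile 0. The lowess curve on transcript length ran from -0.059 to 0.026 in this comparison, so a correction for length could not move the median far, and it was -0.80. For the 18 genes with at least 100 reads in every library it was -0.80 as well, so few reads do not account for it. These genes can respond within minutes to the handling of a tissue, which was not tested.

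SULT1A1 had an FPKM of 104 in IM, 1770 in CM and 18.1 in CMT, a log2 ratio of 4.09 for CM versus IM. Reads moving between paralogs would leave the sum of the family unchanged. The sum over 3 SULT1 genes was 2.55 times higher in CM than in IM, and 1.03 times without SULT1A1, so a shift of reads between these genes does not account for the rise.

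NQO1 had an FPKM of 47.5 in IM, 604 in CM and 39.9 in CMT, a log2 ratio of 3.67 for CM versus IM, and 3.96 with scaling to the mapped reads. No further technical or biological explanation was tested for this gene.

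CYP2C36 fell from an FPKM of 21594 in IM to 138 in CM, a log2 ratio of -7.29, and was at 39447 in CMT. The recovered reads could not test a shift to paralogs. The ratio of the summed reads was 0.00639, but reads had been recovered for only 1 of 5 CYP2C genes, CYP2C36 itself. By FPKM, 0 of the 4 other genes named CYP2C were higher in CM than in IM, with log2 ratios of -1.36 for CYP2C32, -2.28 for CYP2C33, -1.76 for CYP2C42 and -1.74 for CYP2C49. These values go against a shift of reads to those 4 genes. Paralogs under other names were not covered, and a variant of the pooled pigs against the reference was not tested, so the pattern cannot be told apart from either.

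Of 2708 features of types other than mRNA with an FPKM of at least 1 in all 3 libraries, 1070 differed at least 1.5-fold between CM and IM, 403 higher and 667 lower in CM. This was 39.5%, against 23.2% of mRNA features. Among features with at least 100 reads in every library it was 19.6% of 516 against 14.5% of 8973 mRNA features, a ratio of 1.35. Few reads may therefore account for much of the excess, and no biological explanation was tested.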

How the results depend on the processing

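The scaling to the mapped reads or to equal column sums, the tests with FPKM values as counts, the use of all features and the lists without heat map genes were chosen after seeing the data. For the gene counts and for the list medians of CM versus IM and CMT versus CM, the alternatives chosen earlier left 82 values in their direction and within the limits used here, moved 12 counts and took 2 list medians out of the range of 95% of the random lists. The added alternatives left 31, moved 12 counts, reversed 4 medians and made 1 weaker. The list medians of CMT versus IM are not in these numbers and are given below. Where a value moved, the cause was not tested.

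The numbers of changed genes, 3621 for CM versus IM, 4006 for CMT versus CM, 2618 for CMT versus IM and 5818 in any comparison, moved by more than 1.5 times as follows. They were 2027, 2303, 1088 and 3321 with an FPKM minimum of 10, and 1464, 1744, 959 and 2624 with a threshold of 2-fold. The read test moved CMT versus IM to 1339. With FPKM values as counts they were 1601, 1826, 649 and 2538, and 1630, 1846, 667 and 2590 when the FPKM minimum was applied to the 2 libraries compared and tRNA and rRNA features were added. In each of these settings CMT versus CM had the most and CMT versus IM the fewest genes.

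The 1112 genes lowest in CM became 406 with 2-fold, 583 with scaling to the mapped reads and 625 with equal column sums. The 1072 genes highest in CM became 490 with an FPKM minimum of 10, 454 with 2-fold, 2127 with mapped reads and 1969 with equal column sums. Which of the 2 sets is the larger therefore depends on the scaling.

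The glucose metabolism median, -0.17 for CM versus IM and 0.15 for CMT versus CM, was stronger in the paper's heat map list, at -0.91 and 0.97. These are the 2 list medians counted above as out of the range. The paper shows that heat map for profile 2, whose genes were placed there by being lowest in CM in these same values. A stronger median was therefore fixed in advance and is no independent check. The median of the wider list was reversed with mapped reads, at 0.12 and -0.098, and with equal column sums, at 0.083 and -0.077. The fatty acid oxidation median for CMT versus CM was 0.63, and it was weaker without the heat map genes, at 0.33 and percentile 91. For CM versus IM and CMT versus CM, the immune list and the cholesterol list kept their directions and their side of the percentile limits in every alternative run. A scaling between libraries shifts a list and its random lists alike, so it could hardly move a percentile. The percentiles of the wider glucose list also stayed, at 17.775 and 45.65 with mapped reads. The heat map lists were chosen from these same values. These alternatives therefore do not test the percentiles. For CMT versus IM, medians near 0 changed sign. The immune median of 0.042 did so in the paper's heat map list (-0.067), and the fatty acid oxidation median of 0.0029 with the upper quartile (-0.031) and without heat map genes (-0.029). The glucose median of -0.0081 did so with the median ratio (0.0042), the heat map list (0.17), mapped reads (0.031) and equal column sums (0.015).

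For the named genes, 355 values of the alternatives chosen earlier kept their direction and stayed within the interval of the gene where it had reads, 21 moved and 2 reversed. Of those added, 61 did so, 182 moved and 9 reversed. The smaller background lowers the GO enrichments by a common factor, so it does not test their direction. For CM versus IM, PRKAA1, at -0.020, reversed with the median ratio (0.00403), the upper quartile (0.014), mapped reads (0.27) and equal column sums (0.23). PRKAG1 reversed with mapped reads (0.033), and ADIPOR2 with mapped reads (0.22) and equal column sums (0.19). For CMT versus CM, PRKAG2 reversed with mapped reads (-0.074) and equal column sums (-0.053), and SCD likewise (-0.16 and -0.14). Scaling to the mapped reads put 12 of 63 genes on the other side of 1.5-fold in each of these comparisons.

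No paired analysis was possible because each group has 1 library, and for the same reason leaving out a library or splitting the libraries another way was not possible. Depth limits the genes with few reads, such as PRKAG3, with 4 reads in IM, 6 in CM and 3 in CMT.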

Differences from the paper's values

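The main values here rest on the fold change and the FPKM minimum alone, and these numbers differed from the paper's. For CM versus IM, 3621 genes changed against the paper's 1635, with 1737 higher against the paper's 826 and 1884 lower against the paper's 809. For CMT versus CM it was 4006 against the paper's 1847, with 1896 higher against the paper's 915 and 2110 lower against the paper's 934. For CMT versus IM it was 2618 against the paper's 671, with 1041 higher against the paper's 313 and 1577 lower against the paper's 358. Genes changed in any comparison were 5818 against the paper's 2595, and genes lowest in CM were 1112 against the 738 the paper gives for profile 2.

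Of the alternatives set before the data were examined, an FPKM minimum of 10 brought these within 1.5 times the paper's values: 2027 for CM versus IM (818 higher, 1209 lower), 2303 for CMT versus CM (1324 higher, 979 lower), 3321 in any comparison and 775 lowest in CM. It did not do so for CMT versus IM, with 1088 (475 higher, 613 lower). A threshold of 2-fold did so for 1464 (720 higher, 744 lower), 1744 (749 higher, 995 lower), 959 for CMT versus IM with 338 higher, and 2624 in any comparison. It did not do so for the genes lower in CMT than in IM, with 621, or lowest in CM, with 406. The read test did so for the genes higher in CM than in IM, with 1226, and for no other of these numbers. For genes lowest in CM, a pseudocount of 1 gave 1005, the median ratio 1061 and the upper quartile 993, all within 1.5 times. These 3 did not close the gap for any number of changed genes, and the setting with no FPKM minimum and a pseudocount of 1 closed none. None closed it for the genes lower in CMT than in IM.

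The tests with FPKM values as counts, chosen after seeing the values, came within 1.5 times the paper's values for all numbers of changed genes: 1601 (808 higher, 793 lower), 1826 (905 higher, 921 lower), 649 (301 higher, 348 lower) and 2538, and, with the FPKM minimum applied to the 2 libraries compared and tRNA and rRNA features added, 1630 (822 higher, 808 lower), 1846 (913 higher, 933 lower), 667 (310 higher, 357 lower) and 2590. Scaling to the mapped reads and to equal column sums, also chosen after seeing the values, did so for the genes lower in CM than in IM, with 1024 and 1115, higher in CMT than in CM, with 1069 and 1113, and lowest in CM, with 583 and 625. The same scalings moved other numbers further from the paper's values. Genes higher in CM than in IM became 3509 and 3206, and genes lower in CMT than in CM became 3603 and 3432. Genes highest in CM became 2127 and 1969, against the 869 the paper gives for profile 5. The use of all features, chosen after seeing the values, closed none of the gaps to the paper's values.

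The paper states that SCD was among the genes reduced by testosterone treatment, while its ratio of CMT to CM was 1.06. It names LIPC and SOAT2 as downregulated in CM, and their log2 ratios for CM versus IM were -0.39 and -0.46, under 1.5-fold. It states that FOS was higher in CM than in IM, and the log2 ratio was 0.42, also under 1.5-fold. It states that AMPK genes were unchanged in CM, while PRKAB2 had a log2 ratio of 0.82 for CM versus IM. PRKAG2 had one of -0.74, but its reads were not recovered, it is not listed in Table S1, and it was at -0.45 with scaling to the mapped reads and -0.49 with equal column sums, both under 1.5-fold and both scalings chosen after seeing the values. For the adiponectin gene, which the paper also gives as unchanged, the values were 0 in all 3 libraries. The paper gives its share of uniquely mapped reads as a share of the mapped reads. From its read numbers, the share of the mapped reads was 90.6% in IM, 91.3% in CM and 89.4% in CMT, and the share of all reads 79.6%, 79.8% and 77.9%.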

Other observations

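The tests on equal error, on the upper quartile and on the listed P-values were chosen only after the result was seen.

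More genes stood apart in CM than in either other library, 2184 in CM against 973 in IM and 1270 in CMT. If the libraries had equal error, the numbers would be similar, and the CM number was 1.72 times the larger of the others, but with 1 library per group a noisier CM library cannot be told apart from a difference between the groups. The ratio was 3.8 for the 4048 genes with at least 500 reads in every library, so few reads do not account for it. It was 2.06 with scaling to the mapped reads. The deposited values already had median log2 ratios near 0. Scaling to the mapped reads shifts CM away from both other libraries, so it is no test of the authors' scaling. With scaling by the median ratio, 1061 genes were lowest and 1122 highest in CM. The numbers were 856 and 425 in CMT, and 449 and 508 in IM. A factor for a library moves all its genes in the same direction, but CM had the most genes in both. These values argue against a factor for CM alone as the whole source of the pattern in the deposited values. The median ratio hardly changed those values, with factors of 1.017 for CM and 1.009 for CMT, so it is no separate check. With the mapped reads, fewer genes were lowest in CM than in CMT, 583 against 986, so the excess in both directions depends on the scaling. The ratio of the CM number to the larger of the others was 1.66 after a correction for transcript length, which could not move the log2 ratios far. The list of hepatocyte secreted proteins lay at percentile 0.15 for CM versus IM, and 1 of 7 lists of other cell types lay above the range of 95% of the random lists. The pattern cannot be told apart from another mix of cells in the CM pool, since hepatocyte genes can also fall without one.

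FOS was lower in CMT than in CM, with a log2 ratio of -2.54. The other 25 immediate early genes had a median of -0.17, at percentile 0.89. Of all 26 genes of the list, 16 were lower and 10 higher in CMT, 7 and 3 of them at least 1.5-fold. The fall of FOS may be part of a response shared by some of these genes, though their median fall was smaller and the direction was split.

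The library divisors had a CM to IM ratio of 1.36, while the mapped reads had 1.11. A candidate explanation is scaling to the upper quartile of reads per gene. In 2 of 9 sets of features the CM to IM ratio of the 75th percentile lay within 1% of that of the divisors, and since this depends on the set, the test leaves the explanation open.

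The paper also applied an FDR criterion, from DEGseq. Of the 1572 listed genes compared for CM versus IM, 100% had a log10 P-value within 1% of that of a test in which FPKM values entered as counts with the column sums as totals, against 0.137% of 1463 genes with recovered reads. The listed P-values of the genes compared thus match a test on FPKM values as counts, and 1627 of the 1635 listed genes were also called by such a test. Of the 3621 genes past 1.5-fold, 1601 also passed such a test, with a median of the mean FPKM of 124, and those that did not had 8.70. Of the 1635 genes listed for CM versus IM, 1632 were found in the deposited values, and 18 had an FPKM under 1 in CMT.

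The genes with the largest rise in CM, with their log2 ratios for CM versus IM and CMT versus CM, were SULT1A1 (4.09 and -6.61), NQO1 (3.67 and -3.92), TYMS (3.16 and -3.20), LOC100517736 (2.70 and -2.99) and ISG20 (3.11 and -2.61). Those with the largest fall were CYP2C36 (-7.29 and 8.16), NAT8 (-4.19 and 4.26), LOC100621810 (-4.13 and 4.27), LOC100737243 (-4.07 and 4.61) and APCS (-3.68 and 4.12). TYMS rested on 67 reads in IM and 53 in CMT, ISG20 on 54 and 62, and LOC100737243 on 19 in CM. No explanation was tested for TYMS, LOC100517736, ISG20, NAT8, LOC100621810, LOC100737243 and APCS.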
